# Folate receptor overexpression induces toxicity in a diet-dependent manner in *C. elegans*

**DOI:** 10.1038/s41598-024-51700-9

**Published:** 2024-01-11

**Authors:** Bideep Shrestha, Milla Tallila, Olli Matilainen

**Keywords:** Ageing, Disease model, Experimental organisms

## Abstract

Folate receptor (FR) alpha (FOLR1) and beta (FOLR2) are membrane-anchored folate transporters that are expressed at low levels in normal tissues, while their expression is strongly increased in several cancers. Intriguingly, although the function of these receptors in, for example, development and cancer has been studied intensively, their role in aging is still unknown. To address this, we utilized *Caenorhabditis elegans*, in which FOLR-1 is the sole ortholog of folate receptors. We found that the loss of FOLR-1 does not affect reproduction, physical condition, proteostasis or lifespan, indicating that it is not required for folate transport to maintain health. Interestingly, we found that FOLR-1 is detectably expressed only in uterine-vulval cells, and that the histone-binding protein LIN-53 inhibits its expression in other tissues. Furthermore, whereas knockdown of *lin-53* is known to shorten lifespan, we found that the loss of FOLR-1 partially rescues this phenotype, suggesting that elevated *folr-1* expression is detrimental for health. Indeed, our data demonstrate that overexpression of *folr-1* is toxic, and that this phenotype is dependent on diet. Altogether, this work could serve as a basis for further studies to elucidate the organismal effects of abnormal FR expression in diseases such as cancer.

## Introduction

Folate, also known as vitamin B_9_, is a cofactor in one-carbon metabolism (OCM), which supports processes such as purine, thymidine and methionine biosynthesis, homeostasis of glycine and serine, epigenetic maintenance, and redox defense^1^. Eukaryotic organisms such as nematodes, flies and mammals cannot synthesize folates, and therefore, they must obtain them from the diet or through biosynthesis within the gut microbiota. Due to its central role in OCM, folate deficiency contributes to multiple pathologies including cancer, cardiovascular disease, and developmental anomalies such as neural tube defects^2^. In addition to their role in preventing diseases and promoting development, folate and the associated OCM regulate aging in multiple organisms^3^. As an example from *C. elegans*, it has been shown that altered function of OCM is a common signature of long-lived *C. elegans* strains, and that OCM downregulation triggers lifespan-extending methionine restriction^4^. Moreover, metformin, a drug to treat type-2-diabetes, inhibits microbial folate and methionine metabolism, which leads to extended lifespan through methionine restriction^5^. Furthermore, it has been shown that the inhibition of microbial folate synthesis leads to extended longevity^6,7^, which further strengthens the connection between folate, microbiome, and aging. Hence, extensive research on folate and its metabolism reveals its crucial role in various cellular processes.

In humans, the majority of folate is transported to cells by three transporters: the proton-coupled folate transporter (PCFT), the reduced folate carrier (RFC) and folate receptors (transport folates into cells via an endocytic mechanism). PCFT functions mainly in the upper gastrointestinal tract^8^, whereas RFC is ubiquitously expressed^9^. Although RFC is the major factor transporting folate to tissues, it binds folates with relatively low affinity (K_m_ = 1–10 μM)^10^. In contrast to RFC, folate receptors (FRs, include three folate-binding isoforms: alpha (FOLR1), beta (FOLR2) and gamma (FOLR3)) bind folates with high affinity^11^. For example, FOLR1 binds synthetic folic acid (Kd: < 1 nM) and 5-methyltetrahydrofolate (5-MTHF) (Kd: 1–10 nM) efficiently at low physiologic concentrations^12^. Unlike RFC, folate receptors show a restricted expression profile. The expression of constitutively secreted FOLR3 can be detected in normal and leukemic hematopoietic tissues, whereas the membrane-bound FOLR2 can be found in placenta and hematopoietic cells^13^. The membrane-bound FOLR1, the most studied and widely expressed FR, is expressed in the choroid plexus, lung, thyroid, and kidney^13–16^. Notably, although FRs show low expression in normal cells, their expression is strongly increased in multiple cancers^14,15,17–21^. Even though the expression profiles of FRs’ have been well documented, the factors regulating their expression are still unknown.

*C. elegans* has two identified folate transporters, FOLT-1 (homolog of RFC)^22,23^ and FOLR-1 (homolog of FR)^24^. *folt-1* is ubiquitously expressed with the pharynx and intestine displaying the strongest expression^22^. The loss of FOLT-1 causes germline and somatic defects, as well as a shortened lifespan^23^, thus demonstrating the importance of this folate transporter for *C. elegans* development and normal aging. Regarding FOLR-1, it has been shown that bacterial folates stimulate germ cell proliferation through this receptor^24^. This is an interesting observation because folates, which have a role as vitamins, do not stimulate germ cell proliferation, thereby indicating that FOLR-1 is able to regulate germ cell number independently of OCM^24^. The OCM-independent role of FR is not limited to *C. elegans*, as multiple studies have demonstrated that FOLR1 is a regulator of JAK–STAT3 and ERK1/2 signaling pathways in mammalian systems^17^. Moreover, it has been shown that FOLR1 is able to translocate into the nucleus and function as a transcription factor^25–27^, providing further evidence for non-canonical functions of FOLR1. As mentioned earlier, folate metabolism and OCM are important regulators of aging^4–7,23^. Although FR can function both as a part of OCM and independently of it^17^, it is not known whether FR modulates aging. To address this, we utilized *C. elegans* to elucidate how this receptor affects health and longevity.

## Results

### FOLR1 is detectably expressed only in uterine-vulval cells and its expression in other tissues is inhibited by the histone-binding protein LIN-53

As the first step, we examined how the FOLR-1 protein is expressed in *C. elegans*. For this purpose, we used a strain in which the endogenous FOLR-1 is tagged with the fluorescent mNeonGreen protein by CRISPR/Cas9-mediated genome editing. Interestingly, when imaging the FOLR-1::mNeonGreen-strain at the L4 larval stage, we found that FOLR-1 can only be detected in a few cells close to the vulva (Fig. 1a and Fig. S1). Notably, the single-cell resolution atlas of gene activity of young adult *C. elegans* (WormSeq application)^28^ revealed that *folr-1* mRNA is expressed at least in uterine-vulval cells, dorsal uterine cell and the RIS neuron (Figs. S2 and S3). By comparing the expression profile of FOLR-1::mNeonGreen (Fig. 1a and Fig. S1) with the structural anatomy of the *C. elegans* reproductive system^29^, we found that FOLR-1 can be detected at least in uterine-vulval cells. There are three types of uterine-vulval cells (uv-1–3), which form a multilayered set of flaps that bind the ventral uterus to the dorsalmost ring of the vulva^29^. The expression in uterine-vulval cells becomes visible at the late L4 stage when the vulval lumen begins to narrow (Fig. 1a). The FOLR-1::mNeonGreen signal reaches its strongest level when the vulval lumen closes at the transition from the late L4 stage to the young adult stage (Fig. S1). On the contrary to the late L4 stage, the FOLR-1::mNeonGreen signal cannot be detected at mid-L4 stage (Fig. S1). Furthermore, the FOLR-1::mNeonGreen signal is gone in most of the gravid day 1 adults (Fig. S1), demonstrating that FOLR-1 is expressed in a developmental stage-specific manner. Together, these assays (single-cell RNA-seq^28^ and imaging of the FOLR-1::mNeonGreen-expressing strain) demonstrate that FOLR-1 can only be detected in a few cell types. However, it is noteworthy that FOLR-1 can also be expressed in other tissues (such as the RIS neuron), but the sensitivity of FOLR-1::mNeonGreen may not be sufficient to detect it at low levels.

**Figure 1:**
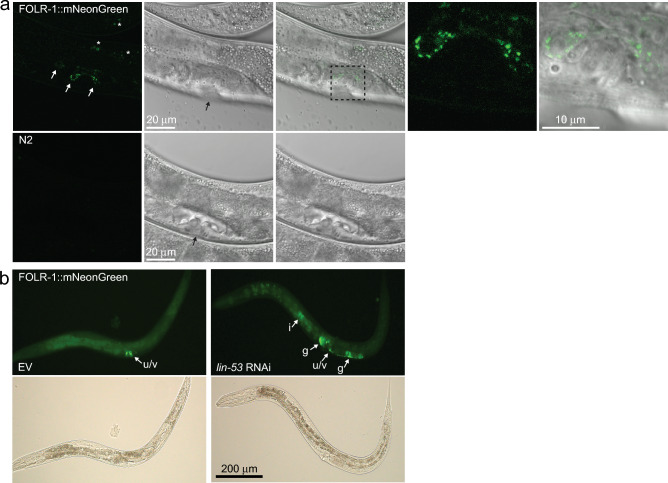
FOLR-1 expression profile. (**a**) Confocal images of FOLR-1::mNeonGreen fusion protein-expressing animals and N2 (wild-type) at the late L4 stage when the vulval lumen (black arrow) begins to narrow. White arrows indicate FOLR-1::mNeonGreen localization. N2 is used to demonstrate that the fluorescence signal from the uterine-vulval cells is not background noise. Autofluorescence from gut granules is marked with asterisks. The dashed square marks the magnified area shown on the right. All FOLR-1::mNeonGreen confocal images shown in this manuscript were taken with the same settings during the same imaging session, facilitating the comparison of the images. (**b**) Images of the late L4 stage FOLR-1::mNeonGreen animals treated with EV (empty vector) or *lin-53* RNAi. Arrows indicate FOLR-1::mNeonGreen expression (u/v, uterine/vulval region; i, intestine; g, gonad). The experiment was repeated three times with similar results.

Due to its restricted expression pattern, it is possible that there are specific factors that inhibit FOLR-1 expression in other tissues. LIN-53, the homolog of the mammalian histone-binding protein RbAp48, has been shown to repress the transcription of genes determining vulval cell fates^30^. Furthermore, it has been demonstrated that germ cells acquire the ability to be reprogrammed into distinct neuron types upon the loss of *lin-53*^31^. Therefore, we asked whether LIN-53 regulates FOLR-1 expression. Strikingly, we found that *lin-53* RNAi induces ectopic FOLR-1 expression in the intestine and gonad (Fig. 1b), hence demonstrating that LIN-53 controls the restricted expression pattern of FOLR-1.

### The loss of FOLR-1 does not affect lifespan, activity, progeny number, or proteotoxicity

Next, we asked whether the loss of FOLR-1 influences animal physiology. For this purpose, we utilized two separate loss-of-function *folr-1* mutant strains generated by CRISPR/Cas9-mediated genome editing. The *folr-1(syb4116)* allele has a premature stop codon after 20 amino acids, whereas the *folr-1(syb5135)* allele is a complete deletion of the *folr-1* gene (from start to stop codon) (Fig. 2a). Initially, to assess the impact of FOLR-1 depletion on physiology, we examined its effects on lifespan. For these experiments, we used *E. coli* HT115 (carrying an empty RNAi vector, EV). Since HT115 is commonly used in RNAi experiments, we chose these bacteria as it allows the subsequent exploration of potential lifespan modulators through knockdowns. We found that both *folr-1* mutant alleles have a normal lifespan (Fig. 2b and c). Additionally, the loss of *folr-1* does not affect survival in higher temperature (Fig. S4a). As the next step we investigated whether folate supplementation extends lifespan, and whether FOLR-1 is required for this process. Folic acid (FA) is a synthetic form of folate that is widely used as a food supplement. Interestingly, mammalian FOLR1 has a 14-fold higher affinity for FA compared to the naturally occurring 5-methyltetrahydrofolate (5-MTHF)^32^, whereas *C. elegans* FOLR-1 does not promote germ cell proliferation in response to FA^24^. This suggests that the role of the folate receptor in FA uptake varies between species. Nevertheless, it has been published that 10 μM and 25 μM FA solutions spread on agar plates with *E. coli* OP50 as a food source extend *C. elegans* lifespan^33^. In our experiment we supplemented NGM agar with FA at final concentration of 10 μM and used *E. coli* HT115 as a food source. In these experiments, FA did not affect the lifespan of N2 or *folr-1(syb5135)* mutants (Fig. 2d). Notably, in our experiments FA did not affect N2 lifespan even when used at a final concentration of 250 μM (Fig. S4b). Next, we examined the lifespan effects of 5-MTHF in N2 and *folr-1(syb5135)* animals. 5-MTHF is an intermediate in OCM, and like FA, it is also used as a food supplement. Interestingly, since decreased OCM activity extends lifespan, 5-MTHF shortens the lifespan of OCM-deficient animals (and long-lived mutants) when used at a low concentration (10 nM)^4^. Surprisingly, we found that 5-MTHF used at a final concentration of 100 nM in NGM agar extends the lifespan of both N2 and *folr-1(syb5135)* animals (Fig. 2e). Regarding humans, in healthy adults, plasma and red cell 5-MTHF levels are in the range of 6.6–39.9 nM and 223–1041 nM, respectively^34^. Therefore, our data demonstrate that 5-MTHF promotes longevity at a concentration that is in the middle of these two reported physiological 5-MTHF levels. Furthermore, our data demonstrate that FOLR-1 is not required for the longevity-inducing effect of this folate species.

**Figure 2:**
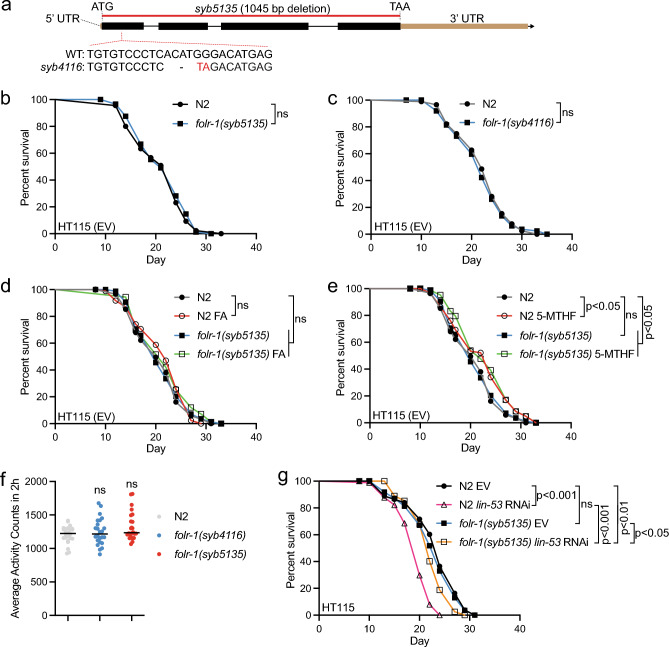
Loss of FOLR-1 does not affect lifespan, activity, or brood size, but partially rescues the shortened lifespan upon *lin-53* RNAi (**a**) Schematic presentation of *folr-1* gene with mutations generated for this study. (**b**) Lifespan of *folr-1(syb4116)* and (**c**) *folr-1(syb5135)* mutants on HT115 (carrying empty vector, EV) compared to N2. Data in both (**b**) and (**c**) are representative of two independent experiments. (**d**–**e**) Lifespan of *folr-1(syb5135)* mutant and N2 on plates supplemented with (**d**) 10 μM folic acid (FA) or (**e**) 100 nM 5-methyltetrahydrofolate (5-MTHF). Data in both (**d**) and (**e**) are representative of at least two independent experiments. (**f**) Activity of day 4 adult N2, *folr-1(syb4116)* and *folr-1(syb5135)* mutants measured with wMicroTracker. Each dot represents a group of 10 animals (n = 240 animals per condition). Data are combined from two independent experiments. Statistical significances were calculated with one-way ANOVA with Tukey’s test. (**g**) Lifespan of N2 and *folr-1(syb5135)* mutants on *lin-53* RNAi. Data are representative of two independent experiments. Statistical calculations for lifespan experiments were performed using the Cox-proportional hazard regression analysis. Lifespan statistics are reported in Supplementary Information file 1, Table S1.

In addition to its role in longevity, we also investigated whether the loss of FOLR-1 affects activity, which is often analyzed as it reflects physical condition. Firstly, we measured the activity of *folr-1* mutants at day 4 of adulthood. In line with the observations from the lifespan assays (Fig. 2b and c), *folr-1* mutants do not show a difference in activity compared to N2 animals (Fig. 2f). Secondly, since the loss of FOLT-1 causes sterility^23^, we tested whether FOLR-1 affects reproduction and found that the loss of this receptor does not affect the brood size (Fig. S4c). These data support the earlier study reporting that *folr-1* RNAi does not affect the number of eggs laid^24^.

Folate deficiency increases the risk of Alzheimer’s disease (AD), while sufficient folate intake protects from this disorder^35^. Since the toxicity of amyloid beta (Aβ) oligomers is a central part of AD, we asked whether *folr-1* mutation modulates Aβ toxicity. For this purpose, we crossed *folr-1(syb4116)* mutant with GMC101, a strain expressing Aβ_1–42_ peptide in body-wall muscle cells^36^. Western blot experiment showed that *folr-1(syb4116)* mutation does not affect Aβ accumulation (Fig. S4d). Furthermore, *folr-1* depletion does not affect the activity of GMC101 animals (Fig. S4e), demonstrating that FOLR-1 is not required to maintain proteostasis. Interestingly, in contrast to the loss of FOLR-1, we found that *folt-1* RNAi increases the accumulation of Aβ oligomers (Fig. S4f), which supports previous findings reporting that folate plays a protective role in AD^35^. As the loss of FOLR-1 and *folt-1* RNAi exhibit differential effects on Aβ accumulation, these data provide additional evidence that FOLR-1 is not required for the uptake of folates to function as vitamins.

### The loss of FOLR-1 causes changes in gene expression

Although the loss of FOLR-1 does not induce any detectable phenotypes, we asked how it affects gene expression. 

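The strain N2 is the wild-type, and *folr-1(syb4116)* carries a small edit in exon 1 of *folr-1*. Worms of both strains were raised at 20 °C on HT115 bacteria with the empty vector, and RNA was taken from whole L4 larvae. There were 3 libraries for each strain, one from each biological replicate. The authors deposited the number of reads counted on each of 46661 genes, without normalization, together with FPKM values. At least 1 read was counted on 23348 of these genes. The N2 libraries held 21727829, 22086193 and 24959263 counts in replicates 1 to 3, and the *folr-1(syb4116)* libraries held 25946226, 24382875 and 21646678. Every pair of libraries from one strain differed by more than counting noise (chi-square per degree of freedom from 3.28 to 8.60), so each library was used as a separate replicate. Counts were scaled by edgeR's TMM method and are given as CPM, counts relative to the scaled library size. The 15432 genes that passed edgeR's filter on low counts were compared between the strains with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 were called differentially expressed, with no limit on the fold change. The biological coefficient of variation shared by all tested genes was 0.0498. The methods describe both directional and non-directional libraries, so genes that overlap on opposite strands could share reads.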

For this purpose, we performed RNA-seq analysis to compare gene expression in the L4 stage N2 and *folr-1(syb4116)* animals. 

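The mutated gene itself, *folr-1* (C17G1.1, WBGene00007648), lies on chromosome X. Its read counts were 32, 37 and 59 in the N2 libraries and 14, 11 and 7 in the *folr-1(syb4116)* libraries. This amounts to 1.82 ± 0.455 CPM (SD, n = 3) in N2 and 0.443 ± 0.112 CPM (SD, n = 3) in *folr-1(syb4116)*. The log2 fold change was -2.02 (standard error 0.31, adjusted p = 4.99e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every N2 library had a higher value than every mutant library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -2.20 and -1.79.

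**Figure D1:**
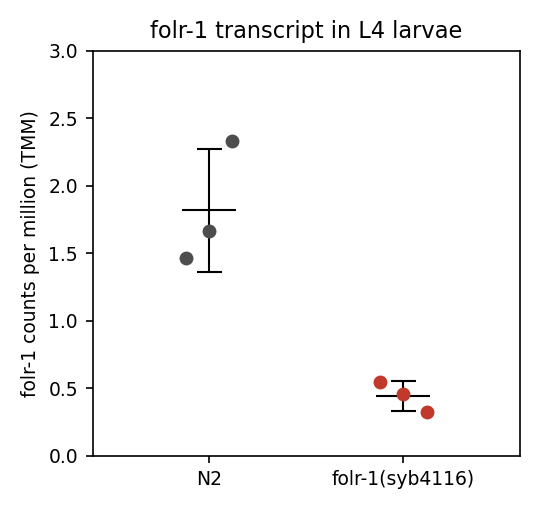
CPM of *folr-1* (vertical axis) in each of the 3 N2 and 3 *folr-1(syb4116)* libraries. Points are libraries, the horizontal lines are means and the bars are SDs, and the mutant libraries lie below all N2 libraries.

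Across the transcriptome, 561 genes were higher and 512 genes were lower in *folr-1(syb4116)* animals. The median log2 fold change was 0.25 over the higher genes and -0.32 over the lower genes. The libraries of the 2 strains did not overlap for 556 of the higher and 507 of the lower genes. The calls were made on these same libraries and favour such genes, so this adds no evidence. Of all tested genes, 25.1% did not overlap, where chance gives 10%. The numbers moved most with the stricter threshold that the methods name for edgeR (adjusted p-value under 0.005 and absolute log2 fold change over 1), which left 4 higher and 138 lower genes. Without N2 replicate 2, 335 genes were higher and 337 were lower. The number of higher genes was 363 without *folr-1(syb4116)* replicate 2 and 372 without *folr-1(syb4116)* replicate 3.
Among the higher genes, the smallest adjusted p-values from edgeR's quasi-likelihood test were those of *pmt-2* (F54D11.1), *rpl-31* (W09C5.6), F10A3.4 and *sdz-24* (K07E8.3). The CPM of *pmt-2* rose from 572 ± 8.30 (SD, n = 3) in N2 to 783 ± 23.5 (SD, n = 3), a log2 fold change of 0.45 with an adjusted p of 4.76e-07 in edgeR's quasi-likelihood test. The largest rises among genes with at least 50 counts in every mutant library were those of *sdz-24*, *asp-12* (F21F8.4) and F10A3.4, with log2 fold changes of 1.11, 1.07 and 1.00. Among the lower genes, the smallest adjusted p-values were those of Y39B6A.9, F21C10.10, *ins-31* (T10D4.4) and F26D2.16. The CPM of Y39B6A.9 was 15.1 ± 1.06 (SD, n = 3) in N2 and 1.49 ± 0.245 (SD, n = 3) in *folr-1(syb4116)*, a log2 fold change of -3.33 with an adjusted p of 4.94e-10 in edgeR's quasi-likelihood test. The log2 fold changes of F21C10.10, *ins-31* and F26D2.16 were -1.20, -5.82 and -6.16. In the WBcel235 annotation the end of F21C10.10 overlaps F21C10.9 on the opposite strand by 20 bp, where reads could be shared, and F21C10.9 was also lower (log2 fold change -0.86). F21C10.9 was singled out after its values were seen. The largest falls among genes with at least 50 counts in every N2 library were those of Y110A2AL.7, F26D2.16 and C05B5.11. Against a floor of 3 counts in the mutant libraries, Y110A2AL.7 was at least 20.3-fold lower and C05B5.11 at least 30.1-fold lower. The genes picked by adjusted p-value or fold change kept their direction and their call in all 6 comparisons that each left out one library.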

Data analysis revealed that the expression of 451 and 447 genes are up- and downregulated, respectively, in *folr-1(syb4116)* animals (Fig. S5a, Supplementary Information file 2). Considering that FOLR-1::mNeonGreen is detectably expressed only in few cells (Fig. 1a and Fig. S1), the unexpectedly large number of differentially expressed genes presents three plausible explanations. First, FOLR-1 may be expressed in multiple tissues, but the sensitivity of the FOLR-1::mNeonGreen transgene may be insufficient for its detection. Second, FOLR-1 could exert non-cell autonomous effects on organismal physiology, and third, the observed changes in gene expression could be secondary effects. 

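A list of 82 cytosolic ribosomal protein genes was compiled by hand from gene symbols, together with lists of mitochondrial ribosomal protein genes, fatty acid desaturases and elongases, genes of one-carbon metabolism with folate, and phagosome genes. The lists are not the KEGG pathways themselves. Those of cytosolic ribosomal protein, desaturase and elongase, one-carbon and phagosome genes retrace pathways of Fig. S5b. That figure shows pathways enriched among the genes the paper found upregulated in these same libraries. Enrichment of these lists among the higher genes is therefore not independent evidence. All 82 cytosolic ribosomal protein genes were tested, and 27 of them were higher and 0 lower in *folr-1(syb4116)* animals. Over the 15432 tested genes this is an enrichment among the higher genes with an adjusted p of 1.96e-18 (one-sided Fisher's exact test, Benjamini-Hochberg adjustment over the 5 lists). With p-values adjusted over the list alone, 37 of the genes were higher and 1 was lower. The median log2 fold change of the list was 0.096, with 74 genes above 0 and 8 below, and its genes took 11.6% ± 0.121 (SD, n = 3) of all counts in N2 and 12.3% ± 0.119 (SD, n = 3) in *folr-1(syb4116)*. Tested as a set with limma's camera at a preset correlation of 0.01 between genes, the shift of the list had an adjusted p of 1.75e-11. The shift stayed under 0.05 with limma's fry (p = 0.00113) and with limma's camera at the correlation estimated from the data (p = 0.0370). Of 10000 random lists matched on length and expression, a share of 0.088 had a median as high, and their middle value was 0.068. The shift of the list therefore cannot be told apart from what genes near it in length and expression show. The number of calls was not compared with matched lists. Without the filter on low counts, 33 ribosomal protein genes were higher, and with limma on log2(FPKM + 1), the lowest of the alternatives, 17 were higher.
Of 19 desaturases and elongases, 9 were higher (adjusted p = 1.74e-08 from the same exact test). Of 13 one-carbon genes, 7 were higher (adjusted p = 1.91e-07, exact test), and 13 of 13 had a log2 fold change above 0. Leaving out N2 replicate 1 or *folr-1(syb4116)* replicate 2 reduced the 7 one-carbon genes to 4. Of 40 phagosome genes, 9 were higher (adjusted p = 1.30e-05, exact test), and 5 were without *folr-1(syb4116)* replicate 2. Of 65 mitochondrial ribosomal protein genes, 2 were higher (adjusted p = 0.690, exact test). Their median log2 fold change was 0.047, with 49 genes above 0 and 16 below. As a set they were shifted upward with limma's camera at the preset correlation (unadjusted p = 0.00273) and with limma's fry (unadjusted p = 0.0129), and the correlation between these genes was not estimated. With p-values adjusted over the list alone, 12 desaturases and elongases, 7 one-carbon genes, 14 phagosome genes and 1 mitochondrial ribosomal protein gene were higher.

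**Figure D2:**
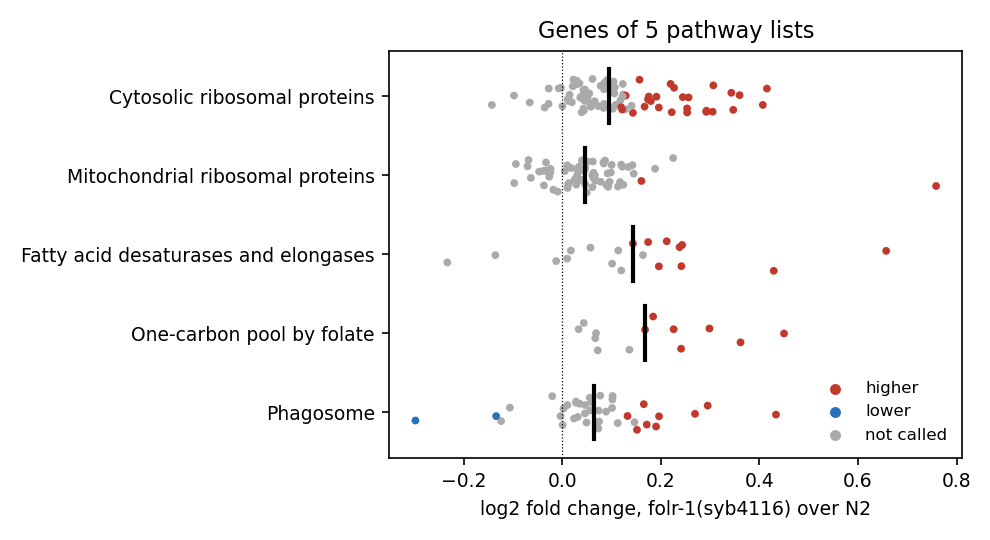
Log2 fold change in *folr-1(syb4116)* over N2 (horizontal axis) of the genes on 5 lists. Each point is a gene, coloured by whether it was called higher, lower or neither, and the vertical lines are medians. The median of the cytosolic ribosomal protein genes is 0.096.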

When performing KEGG pathway^37^ enrichment analysis for the genes upregulated in *folr-1(syb4116)* mutants (Supplementary Information file 2), we found that ribosome, the macromolecular machine mediating protein synthesis, shows the most significant enrichment (Fig. S5b). On the other hand, downregulated genes in *folr-1(syb4116)* mutants (Supplementary Information file 2) did not show any significantly enriched KEGG pathway. 

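Of the 512 lower genes, 2 were phagosome genes, and 0 were on the lists of cytosolic ribosomal protein genes, mitochondrial ribosomal protein genes, desaturases and elongases, or one-carbon genes. None of the 5 lists was enriched among the lower genes (one-sided Fisher's exact test, adjusted p = 1 for each list), and 0 reached an unadjusted p-value under 0.05. The number of enriched lists was 0 under each of the 17 alternatives computed for it. Most of these lists retrace pathways that the paper found enriched among the upregulated genes of the same libraries. Their lack of enrichment here therefore does not test the paper's result for the downregulated genes. Pathways outside these lists were not analysed here.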

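The ribosomal genes selected for qRT-PCR in Fig. S6 are *rps-5*, *rps-6*, *rpl-2*, *rpl-13*, *rpl-16*, *rpl-18*, *rpl-25.1* and *rpl-31*. In the RNA-seq libraries 8 of these 8 genes were called higher in *folr-1(syb4116)* animals, over all tested genes and adjusted over the list alone. The genes were picked from these same libraries, so neither count is independent evidence. Their log2 fold changes lay between 0.29 (*rpl-2*) and 0.42 (*rpl-31*). The CPM of *rpl-31* (W09C5.6) was 762 ± 27.3 (SD, n = 3) in N2 and 1016 ± 11.0 (SD, n = 3) in *folr-1(syb4116)*, with a standard error of the log2 fold change of 0.04 and an adjusted p of 1.36e-06 in edgeR's quasi-likelihood test. For each of the 8 genes, the mutant libraries lay above all N2 libraries. The 8 genes remained called in each comparison that left out one library.

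**Figure D3:**
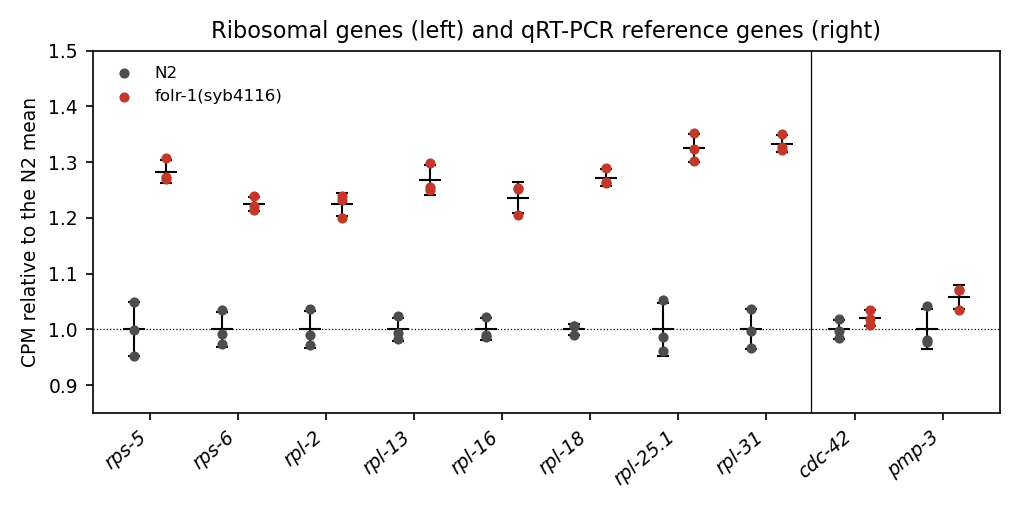
CPM relative to the N2 mean (vertical axis) of the 8 ribosomal genes and of *cdc-42* and *pmp-3*. Points are libraries, horizontal lines are means and bars are SDs (n = 3 libraries per strain), and for the 8 ribosomal genes the mutant libraries lie above the N2 libraries.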

To validate the RNA-seq data, we performed qRT-PCR analysis of selected ribosomal genes that were found to be significantly upregulated in *folr-1(syb4116)* mutants in RNA-seq. Interestingly, when comparing with the RNA-seq data, qRT-PCR did not show as clear upregulation of ribosomal genes, as the expression of many genes was found to be unchanged in *folr-1* mutants (Fig. S6a and b). For further validation, we used a strain in which endogenous RPS-6, a ribosomal subunit that shows elevated expression in *folr-1* mutants (Fig. S6a, b and Supplementary Information file 2), is tagged with fluorescent wrmScarlet by CRISPR-Cas9-mediated genome editing. 

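At the mRNA level, *rps-6* (Y71A12B.1, WBGene00004475), on chromosome I, had between 38415 and 42857 counts in the N2 libraries and between 45663 and 55122 counts in the *folr-1(syb4116)* libraries. Scaled for library size, this was 1740 ± 53.9 CPM (SD, n = 3) in N2 and 2131 ± 21.7 CPM (SD, n = 3) in *folr-1(syb4116)*. The log2 fold change was 0.29 (standard error 0.034, adjusted p = 2.78e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a ratio of 1.22. The log2 fold change stayed between 0.27 and 0.32 when each library was left out in turn.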

As expected, RPS-6 signal can be detected in every cell of L4 larvae, but we did not detect any differences between wild-type- and *folr-1(syb5135)* background (Fig. S6c). Similarly to RPS-6::wrmScarlet imaging, RPS-6 Western blots from whole-animal extracts of day 2 adults did not reveal any differences between N2 and *folr-1(syb4116)* mutants (Fig. S6d and e). Together, the data presented above provide strong evidence that, unlike the loss of folate transporter FOLT-1^23^, the depletion of *folr-1* does not affect health- or lifespan in *C. elegans*. On the other hand, given that the loss of FOLR-1 affects the expression of approximately 900 genes, this receptor likely plays a role in other physiological processes, as demonstrated, for example, in germ cell homeostasis^24^.

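The 561 higher and 512 lower genes were compared with what other groupings of the same libraries give. The 6 libraries can be divided into 3 and 3 in 10 ways, and the other 9 divisions gave 0 differentially expressed genes. Each of these 9 has libraries of both strains on either side, so a difference between the strains adds to the spread within its groups and lowers its number of calls. The smallest share that 10 divisions can give is 0.1. At an unadjusted p-value under 0.05 there were 3123 genes between the strains. Among the called genes, 8 were higher and 152 were lower by more than 2-fold. From the number of affected genes, the paper proposes that FOLR-1 plays a role in other physiological processes, and names germ cell homeostasis as an example from earlier work.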

### *folr-1* overexpression is toxic for animals maintained on *E coli* HT115

As mentioned earlier, FR is overexpressed in multiple cancers^14,15,17–21^. For example, the expression of FOLR1 has been shown to be 100–300 times higher in breast, lung, kidney, and ovarian cancers when compared to healthy cells^18^. At the protein level, the highest FOLR1 expression has been detected in ovarian and brain carcinomas, in which FOLR1 level can be up to 30 and 14 times higher compared to normal cells, respectively^14^. Since FOLR1 overexpression in tumors has been associated with increased cancer progression and poor patient prognosis^17,38^, we asked how increased FR expression affects the physiology of *C. elegans*, in which all somatic cells in an adult animal are post-mitotic^39^. Since *lin-53* RNAi induces increased and ectopic FOLR-1 expression (Fig. 1b), and LIN-53 is required for normal lifespan^40^, we asked how *lin-53* knockdown affects the lifespan of *folr-1* mutants. Strikingly, whereas *lin-53* RNAi strongly shortens N2 lifespan, the *folr-1(syb5135)* mutation partially rescues this phenotype (Fig. 2g), suggesting that elevated FOLR-1 level explains, at least partly, the shortened lifespan upon reduced *lin-53* expression.

To study further whether the elevated FOLR-1 level decreases lifespan, we used two independent *folr-1* overexpression (OE) strains (PHX4824 and PHX4825). These strains carry extra copies of the *folr-1* gene under its own promoter sequence. To ensure efficient expression of the transgene, the *folr-1* 3′UTR was replaced with *unc-54* 3′UTR. Since *lin-53* RNAi experiments were performed on *E. coli* HT115 (Fig. 2g), the same bacterial strain was chosen for lifespan experiments with *folr-1* OE animals. Strikingly, we found that *folr-1* OE is toxic, as it decreases lifespan in both OE strains (Fig. 3a). To confirm that the toxicity is due to *folr-1* overexpression, we asked whether *folr-1* RNAi rescues the decreased lifespan of these strains. Before this experiment, we measured how efficiently *folr-1* RNAi downregulates *folr-1* mRNA level in *folr-1* OE strains. To ensure maximal knockdown efficiency, we placed L1 larvae of P0 generation on *folr-1* RNAi and extracted RNA from L4 larvae of the next generation (F1 generation), thereby exposing animals to *folr-1* RNAi for two generations. Interestingly, qRT-PCR analysis revealed that *folr-1* RNAi partially blunts *folr-1* overexpression in the *folr-1* OE strain PHX4824, but not in the *folr-1* OE strain PHX4825 (Fig. 3b and c). This may be because the *folr-1* OE strain PHX4825 shows higher *folr-1* expression than the PHX4824 strain when compared to N2 (Fig. 3b and c), and the high *folr-1* expression in the PHX4825 strain may saturate the organismal RNAi capacity to downregulate this mRNA. For the lifespan analysis, we performed two independent lifespan experiments with *folr-1* RNAi. In the first experiment, *folr-1* RNAi partially rescued the toxicity in the *folr-1* OE strain PHX4824 (Fig. 3d), while in the second experiment the decreased lifespan of the *folr-1* OE strain PHX4824 was fully rescued (see Supplementary Information file 1, Table S1). However, according to the qRT-PCR data showing that *folr-1* RNAi does not reduce *folr-1* mRNA level in the *folr-1* OE strain PHX4825 (Fig. 3c), *folr-1* RNAi does not rescue the toxicity of this strain (Fig. 3d and Supplementary Information file 1, Table S1). Together, these experiments strengthen the conclusion that increased *folr-1* expression is toxic for *C. elegans*.

**Figure 3:**
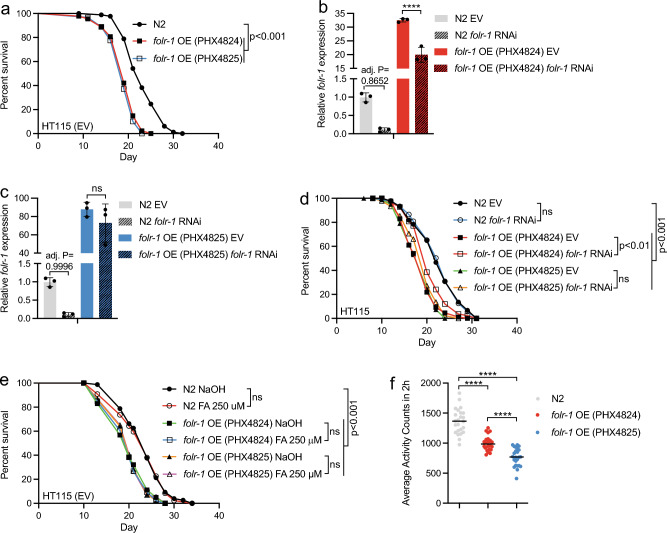
*folr-1* overexpression (OE) induces toxicity on *E. coli* HT115. (**a**) Lifespan of *folr-1* OE strains (PHX4824 and PHX4825) on HT115 (EV) compared to N2. Data are representative of at least three independent experiments. (**b**) *folr-1* qRT-PCR of *folr-1* overexpression (OE) strains PHX4824 and (**c**) PHX4825 upon control and *folr-1* RNAi. Data in (**b**) and (**c**) are from the same experiment divided into two graphs. Bars represent *folr-1* mRNA levels with error bars indicating mean ± SD of three biological replicates, each with three technical replicates (****p < 0.0001, one-way ANOVA with Tukey’s test). Notably, in (**b**) and (**c**), when comparing only N2 EV and N2 *folr-1* RNAi, Student’s t-test shows that *folr-1* RNAi significantly downregulates *folr-1* mRNA level (*p* < 0.001). The experiment was performed two times with similar results. (**d**) Lifespan of N2 and *folr-1* OE strains on *folr-1* RNAi. Data are representative of two independent experiments. (**e**) Lifespan of N2 and *folr-1* OE strains on plates supplemented with 250 μM folic acid (FA). The experiment was performed once. Statistical calculations for lifespan experiments were performed using the Cox-proportional hazard regression analysis. Lifespan statistics are reported in Supplementary Information file 1, Table S1. (**f**) Activity of day 4 adult N2 and *folr-1* OE strains measured with wMicroTracker. Each dot represents a group of 10 animals (n = 240 animals per condition). Data are combined from two independent experiments (****p < 0.0001, one-way ANOVA with Tukey’s test).

Since high concentrations of folic acid have been shown to be toxic to *C. elegans* when maintained on OP50^33^, we asked whether *folr-1* OE induces toxicity due to excess absorption of folate. Therefore, we tested whether supplementing plates with folic acid leads to a further decrease in their lifespan. In our experiment, folic acid supplementation did not affect the lifespan of *folr-1* OE strains (Fig. 3e), suggesting that the negative effects of *folr-1* OE are not due to possible folate toxicity. However, since folic acid is degraded and affects *C. elegans* physiology indirectly via bacterial uptake of breakdown products^41^, we cannot rule out that *folr-1* OE toxicity is, at least partly, due to excess folate absorption. Finally, to test whether increased *folr-1* expression affects physical condition, we measured the activity of *folr-1* OE strains at day 4 of adulthood. In contrast to *folr-1* mutants (Fig. 2f), both strains show significant reduction in activity when compared to N2 (Fig. 3f). These data are a striking demonstration of how FR overexpression can deteriorate the animal’s health, thus providing possible explanation for why FR expression is tightly controlled in both *C. elegans* (Fig. 1a,b and Fig S1) and humans^13–15^.

### *folr-1* overexpression does not affect the lifespan of animals maintained on *E. coli* OP50

*C. elegans* is maintained on bacterial lawn, and the bacterial diet also forms its gut microbiota. Importantly, it has been shown that changes in microbial metabolism have a significant impact on longevity^5–7,42^. In this context, *E. coli* HT115 and OP50 are the two most used bacterial strains in *C. elegans* experiments, and even these bacteria, which differ in their metabolism and transcriptome, have different effects on lifespan^43,44^. Since *C. elegans* has a reduced lifespan when grown on OP50 compared to HT115 (on which the above-described lifespan experiments were performed)^5,43,44^, we asked how OP50 affects the longevity of *folr-1* mutants and OE strains. We found that N2, *folr-1(syb4116)* and *folr-1(syb5135)* mutants have a similar lifespan on OP50, which is shorter than on HT115 (Fig. 4a,b). Interestingly, although *folr-1* OE strains have a reduced lifespan on HT115 (Fig. 4a,c), their lifespan is similar to that of N2 and *folr-1* mutants on OP50 (Fig. 4a,d), demonstrating that *folr-1* OE induces toxicity in a diet-dependent manner.

**Figure 4:**
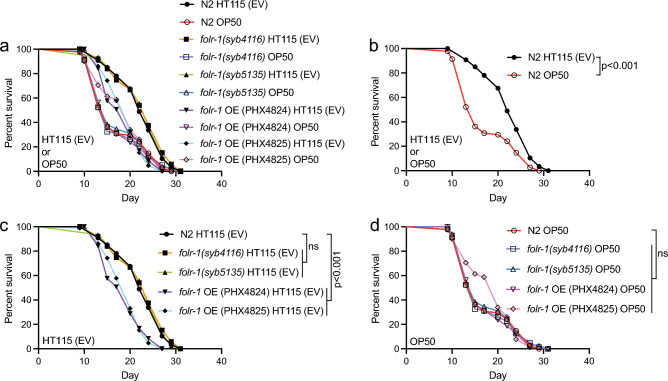
*folr-1* overexpression does not affect lifespan on *E. coli* OP50. (**a**) Lifespan of N2, *folr-1* OE strains (PHX4824 and PHX4825) and *folr-1* mutants (*folr-1(syb4116)* and *folr-1(syb5135)*) on HT115 (EV) and OP50. The data in (**a**) are divided into graphs that show (**b**) the lifespan of N2 on HT115 (EV) and OP50, and the lifespan of N2, *folr-1* OE strains (PHX4824 and PHX4825) and *folr-1* mutants (*folr-1(syb4116)* and *folr-1(syb5135)*) on (**c**) HT115 (EV) and (**d**) OP50. Data are representative of two independent experiments. Statistical calculations for lifespan experiments were performed using the Cox-proportional hazard regression analysis. Lifespan statistics are reported in Supplementary Information file 1, Table S1.

To test whether the effect of *folr-1* OE on lifespan is affected by the metabolomic profile of diet/microbiota, we utilized sulfamethoxazole (SMX). SMX is a sulfonamide drug that extends *C. elegans* lifespan through the inhibition of microbial folate synthesis^6,7^. Importantly, the lifespan-extending effect of SMX is based on its ability to limit folate in *E. coli*, but not in *C. elegans*^7^. First, we found that the loss of FOLR-1 does not affect the SMX-induced lifespan extension (Fig. 5a and b). In contrast to *folr-1* mutants, we discovered that *folr-1* OE reduces the SMX-mediated longevity (Fig. 5c and d). These data suggest that *folr-1* OE induces toxicity through a mechanism that is, at least partially, dependent on bacterial folate synthesis within the diet/microbiota.

**Figure 5:**
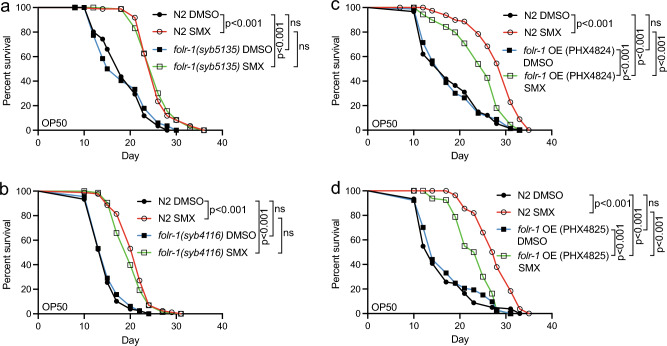
*folr-1* overexpression blunts the SMX-mediated longevity on OP50. (**a**) Lifespan of N2, *folr-1(syb5135)* and (**b**) *folr-1(syb4116)* on SMX-supplemented OP50 plates. Experiments in (**a**) and (**b**) were performed once. (**c**) Lifespan of N2, *folr-1* OE strain PHX4824 and (**d**) *folr-1* OE strain PHX4825 on SMX-supplemented OP50 plates. Data in both (**c**) and (**d**) are representative of two independent experiments. Statistical calculations for lifespan experiments were performed using the Cox-proportional hazard regression analysis. Lifespan statistics are reported in Supplementary Information file 1, Table S1.

## Discussion

Our work show that, unlike the depletion of RFC homolog FOLT-1^23^, the loss of FOLR-1 does not affect health- or lifespan, thus supporting the statement by Chaudhari et al. that FOLR-1 is not essential for the uptake of folates to function as vitamins^24^. In contrast to *C. elegans*, FR ablation leads to embryonic lethality in mice^45^. Furthermore, it is well-established that FR dysfunction in humans, either through genetic mutation or autoantibodies blocking its function, causes birth defects and neurodevelopmental disorders in childhood^46–51^, thus demonstrating that the role of FR in development differs between species. Probably the main factor explaining this difference is that in mammals FOLR1 is required to transport folate via transcytosis across the blood-cerebrospinal fluid barrier^16^, whereas the ubiquitous expression of FOLT-1^22^ is sufficient to ensure developmental integrity in *C. elegans*. Nevertheless, the lack of phenotypes in adult *folr-1* mutants highlights FR as an attractive and safe target for interventions that inhibit its function.

Although the role of FR in human and *C. elegans* development differs, its restricted expression is a common feature in both species. Interestingly, it has been shown that histone variant H2A.Z.1 and histone chaperone ASF1a promote the expression of FOLR1 in cultured mouse neural precursor cells^52^. However, to our knowledge, it is not known which factors inhibit FR expression in a multicellular organism. Our data highlight the role of LIN-53/RbAp48 in restricting FOLR-1 expression, thus raising the question of whether this histone-binding protein regulates FR expression also in humans. Tightly controlled expression of FR in both human and *C. elegans* implies that this receptor is detrimental for organismal health when expressed at high levels. Indeed, we show here that ectopic FOLR-1 expression upon *lin-53* knockdown contributes to shortened lifespan (Figs. 1b and 2g), and that *folr-1* OE induces toxicity in a diet-dependent manner (Figs. 4, 5c and d).

Currently we cannot provide a mechanism for how elevated FOLR-1 level interacts with diet/microbiota to induce toxicity. As mentioned earlier, FOLR-1 mediates the biological effects of bacterial folates^24^, raising the possibility that *folr-1* OE increases the uptake of these folates from the co-cultured bacteria, which then at high doses have adverse effects on health. Since N2 animals have a shorter lifespan on OP50 compared to HT115 (Fig. 4a and b)^5,43,44^, it is possible that OP50 bacteria produce more toxic bacterial folates. Interestingly, metformin, a widely used drug to treat type 2 diabetes, promotes longevity on OP50 by disrupting bacterial folate and methionine cycles, whereas it does not extend lifespan on HT115^5^, thus supporting the hypothesis that OP50 contains an elevated level of toxic bacterial folates. On the other hand, since *folr-1* OE induces toxicity only on HT115 (Fig. 4a), an alternative hypothesis is that elevated FOLR-1 level may sensitize animals to HT115-produced bacterial folates, thus leading to decreased lifespan. In this context, Chaudhari et al. demonstrated that, in comparison to OP50, HT115 bacteria produce more stimulatory bacterial folates that promote FOLR-1-dependent germ cell proliferation^24^. Furthermore, our findings indicate that the lifespan extension observed with SMX-mediated inhibition of bacterial folate metabolism is less pronounced in *folr-1* OE animals compared to N2 (Fig. 5c and d), suggesting that the overexpressed FOLR-1 can uptake bacterial folates from the pool that is generated even in the presence of SMX, which then suppresses SMX-induced longevity. Importantly, although the hypothesis that *folr-1* OE causes toxicity due to increased uptake of toxic bacterial folates is intriguing, it should be noted that the validation of this hypothesis would require extensive testing of whether *folr-1* OE affects only SMX-mediated longevity and not, for example, the lifespan of long-lived mutants.

Regarding humans, the expression of FRs, and especially FOLR1, has been shown to be strongly increased in certain cancers^14,15,17–21^. Moreover, whereas RFC is considered as a putative tumor suppressor, FOLR1 is considered as a putative oncogenic factor in human malignancies^53^. Notably, aberrant gut microbiota contributes to the onset and progression of several maladies, including cancer^54–56^. Although we cannot draw direct conclusions from *C. elegans* experiments to human cancer patients, our data raise the possibility that an interaction between an aberrant gut microbiota and increased FR expression may contribute to the systemic deterioration of health in cancer patients. Finally, although we are left with many open questions, this work highlights the importance of restricted FOLR-1 expression for both physical condition and lifespan. Therefore, our data should encourage further studies on the role of this receptor in the organismal physiology, especially under conditions where it is overexpressed.

## Materials and methods

### *C. elegans* strains and maintenance

For all experiments *C. elegans* were maintained on NGM plates (peptone, P4963, Merck; agar, A4550, Merck; NaCl, 746398, Merck) seeded with *E. coli* HT115 bacteria carrying the empty vector (EV, a control vector for RNAi) or *E. coli* OP50. The N2 (Bristol) strain was used as the wild-type. N2, GMC101 and CL2122 strains were obtained from the Caenorhabditis Genetics Center (CGC). The *folr-1(syb4116)* X (PHX4116), *folr-1(syb5135)* X (PHX5135), *folr-1(syb4185)*[*folr-1::mNeonGreen*] X (PHX4185), *rps-6(syb7330[rps-6::wrmScarlet])* I (PHX7330) strains were created by using CRISPR/Cas9-mediated genome editing (SunyBiotech). All described crosses between genotypes were created within this study. The *folr-1* OE strains (PHX4824 and PHX4825, *Is[Pfolr-1::folr-1::unc-54 3’UTR, Pmyo-2::gfp]*) were created by using microinjection (SunyBiotech). Transgenes were integrated into the genome by gamma irradiation (SunyBiotech). The PHX4116 and PHX5135 strains were outcrossed two times with N2. The PHX4824 and PHX4825 were outcrossed six times with N2. Related sequences for strains created within this study can be found in Supplementary Information file 1.

### RNA interference (RNAi)

*Folt-1* RNAi was created by cloning a part of *folt-1* ORF from *C. elegans* cDNA by using the 5′-ataaccggtCCGTAAAGGAGTTTCGACCA-3′ and 5′-ataggtaccAAAATTGAAGCGACCAGTGC-3′ primers and ligating it into the L4440 vector. The *lin-53* and *folr-1* RNAi clones were taken from the Ahringer RNAi library. RNAi was performed by using the feeding protocol described earlier^57^. In *folr-1* RNAi experiments, animals were grown on RNAi for one generation (P0) before the experiment (qRT-PCR and lifespan analyses were performed with F1 generation).

### Imaging

For confocal imaging, *folr-1(syb4185)*[folr-1::mNeonGreen] X (PHX4185) animals were maintained at 20 °C and imaged as L4 larvae and as gravid day 1 adults. The animals were mounted on 2% agarose pads and immobilized by using levamisole hydrochloride (30 μM) diluted in M9 solution. A Leica SP8 upright confocal microscope with HC PL APO 63x/1.30 GLYC CORR CS2 objective was used for imaging. For the *lin-53* RNAi experiment, *folr-1(syb4185)*[folr-1::mNeonGreen] X (PHX4185) animals were grown on RNAi from hatching at 20 °C. L4 larvae animals were mounted on 2% agarose pads and immobilized by using levamisole hydrochloride (30 μM) diluted in M9 solution. Imaging was done with an Olympus BX63 microscope by using a 10 × objective. Similarly, *rps-6(syb7330[rps-6::wrmScarlet])* I (PHX7330) animals were mounted on 2% agarose pads as L4 larvae and immobilized by using levamisole hydrochloride (30 μM) diluted in M9 solution. Imaging was done with an Olympus BX63 microscope by using 10 × objective.

### Lifespan analyses

Except for one experiment done at 25 degrees Celsius (°C) (Fig. S4a), all *C. elegans* lifespan experiments were done at 20 °C. Lifespan experiments were initiated by letting gravid hermaphrodites (P0 generation) to lay eggs on NGM agar plates, and the F1 generation was scored for lifespan. Alternatively, animals were bleached and allowed to hatch overnight in M9 before plating L1 larvae on experimental plates. These two alternative ways to initiate lifespan did not affect the conclusions made from the experiments. Lifespan experiments were performed on either *E. coli* HT115 (carrying the empty vector, EV) or *E. coli* OP50. For folate supplementation experiments, folic acid (FA, Merck, #F8758) and 5-methyltetrahydrofolate (5-MTHF, Merck, #M0132) were added to NMG media at indicated concentrations. Sulfamethoxazole (SMX, Merck, #S7507) was added to NMG media at a final concentration of 128 μg/ml^6,7^. At the L4 larval stage animals were transferred to plates containing 5-Fluorouracil (10 µM) (Merck, #F6627) to prevent progeny production. Animals that had exploded vulva or that crawled off the plate were censored. Animals were counted as dead if there was no movement after poking with a platinum wire. Lifespans were checked every 1–3 days. Mean lifespan ± standard error (SE) is reported in Supplementary Information file 1, Table S1.

### Activity measurement

Animals were synchronized by bleaching and plated as L1 larvae on NGM agar plates seeded with *E. coli* HT115 (EV), which were kept at 20 °C. At L4 larval stage animals were transferred to plates containing 5-Fluorouracil (10 µM) (Merck, #F6627) to prevent progeny production. The activity of N2, *folr-1* mutants and *folr-1* OE strains was measured on day 4 of adulthood. GMC101 and CL2122 (and crosses of these strains with *folr-1(sy4116)* mutant) were transferred to 25 °C on day 1 of adulthood, and the activity was measured on day 2 of adulthood. For activity measurement, 10 animals were placed in a single well of a 96-well plate containing 100 μl of M9 solution. 10–12 wells were used per experiment for each strain. Activity was measured for two hours with wMicroTracker (InVivo Biosystems).

### Progeny count

Single L4 stage N2 and *folr-1(syb4116)* mutants were placed on 10 small agar plates. Animals were transferred to new plates daily during the reproduction period, and viable offspring were counted.

### RNA-seq

N2 and *folr-1(syb4116)* animals were synchronized by bleaching and plated as L1 larvae on NGM agar plates seeded with *E. coli* HT115 (EV). Animals were collected at the L4 larval stage (three biological replicates for both strains) and frozen in liquid nitrogen. Total RNA was extracted with TRIzol Reagent (ThermoFisher Scientific, #15596018). Samples were sent to Novogene for library construction, quality control and sequencing. In short, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. After the fragmentation, the first strand cDNA was synthesized using random hexamer primers, followed by the second strand cDNA synthesis using either dUTP for directional library or dTTP for non-directional library. The library preparations were sequenced on an Illumina platform and paired-end reads were generated. To obtain clean reads, raw data (raw reads) of FASTQ format were firstly processed through fastp. Paired-end clean reads were mapped to the reference genome using HISAT2 software. FeatureCounts was used to count the read numbers mapped of each gene. Consequently, RPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. Prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted by Trimmed Mean of M- values (TMM) through one scaling normalized factor. Differential expression analysis between two conditions (three biological replicates per condition) was performed using DESeq2 R package^58^. The resulting P values were adjusted using the Benjamini and Hochberg’s approach for controlling the False Discovery Rate (FDR). Genes with an adjusted *P* value < 0.05 found by DESeq2 were assigned as differentially expressed. Differential expression analysis of two conditions was performed using the edgeR R package^59^. The P values were adjusted using the Benjamini and Hochberg methods. A corrected pvalue of 0.005 and |log2^(Fold Change)^| of 1 were set as the threshold for significantly differential expression. Differentially expressed genes can be found from Supplementary Information file 2. KEGG pathway enrichment analysis was done with the clusterProfiler R package. The RNA-seq data are available in the Gene Expression Omnibus (GEO) database repository (GSE227272).

### Quantitative RT-PCR (qRT-PCR)

Animals were synchronized by bleaching and plated as L1 larvae on NGM agar plates seeded with *E. coli* HT115 (EV), which were kept at 20 °C. Animals were collected at the L4 stage and frozen in liquid nitrogen. TRIzol Reagent (ThermoFisher Scientific, #15596018) was used to extract RNA. cDNA synthesis was done with the QuantiTect Reverse Transcription Kit (Qiagen, #205313) and qRT-PCR reactions were run with HOT FIREPol SolisGreen qPCR Mix-reagent (Solis BioDyne, #08-46-00001) using the CFX384 machine (Bio-Rad). qRT-PCR data were normalized to the expression of *cdc-42* and *pmp-3*. qRT-PCR oligos used in this study are provided in Supplementary Information file 1, Table S2. qRT-PCR experiments were performed with three biological replicates, with three technical replicates for each biological replicate. Analysis of ribosomal subunit expression was performed once with each *folr-1* mutant, and the analysis of *folr-1* RNAi efficiency in N2 and *folr-1* OE strains was performed twice with similar results. Statistical significances were analyzed by using Student’s t-test and one-way ANOVA.

### Western blot

Animals were synchronized by bleaching and plated as L1 larvae on NGM agar plates seeded with *E. coli* HT115 (EV), which were kept at 20 °C. At the L4 larval stage, animals were transferred to plates containing 5-Fluorouracil (10 µM) (Merck, #F6627) to prevent progeny production. N2, and *folr-1(syb4116)* mutants were collected on day 2 of adulthood and frozen in liquid nitrogen. GMC101 and CL2122 (and crosses of these strains with *folr-1(sy4116)* mutant) were transferred to 25 °C on day 1 of adulthood, collected on day 2 of adulthood, and frozen in liquid nitrogen. Animals were lysed in a protease inhibitor cocktail (ThermoFisher Scientific, #78430)-supplemented urea solution (Merck, #51457) by grinding with a plastic pestle in 1.5 ml Eppendorf tubes. Lysates were resolved on 4–15% precast polyacrylamide gels (Bio-Rad, #4561083). Immun-Blot PVDF Membrane (Bio-Rad, #1620177) was used for blotting. Purified anti-β-Amyloid, 1–16 Antibody (6E10) (used with a 1:1000 dilution) was purchased from BioLegend. Anti-S6 Ribosomal Protein Antibody (used with a 1:1000 dilution) was purchased from Merck (#ZRB1172). α-tubulin antibody (used with a 1:5000 dilution) was purchased from Merck (#T5168). Clarity Western ECL Substrate (Bio-Rad, #1705061) and ChemiDoc MP-imager (Bio-Rad) were used for protein detection in Western blot.

### Statistical analysis

Statistical analyses for qRT-PCR data were carried out in GraphPad Prism and Excel, and the data represent the mean of three biological replicates ± standard deviation (SD). Statistical analyses for activity measurements and Western blot data were carried out in GraphPad Prism and Excel, respectively. Statistical details can be found in the figures and figure legends. Statistical calculations for lifespan experiments were carried out in R by using the Cox-proportional hazard regression analysis. Statistical details for the lifespan data can be found in Supplementary Information file 1, Table S1.

### Supplementary Information

Supplementary Information 1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Information 2.

## Data Availability

The RNA-seq data generated during the current study are available in the Gene Expression Omnibus (GEO) database repository (GSE227272). *C. elegans* strains generated during the current study are available upon request ().

# Supplementary material for: Folate receptor overexpression induces toxicity in a diet-dependent manner in C. elegans
**Source:** Sci Rep. 2024 Jan 11;14:1066. doi: 10.1038/s41598-024-51700-9
**Supplement:** Supplementary file 1 — Supplementary Information 1.

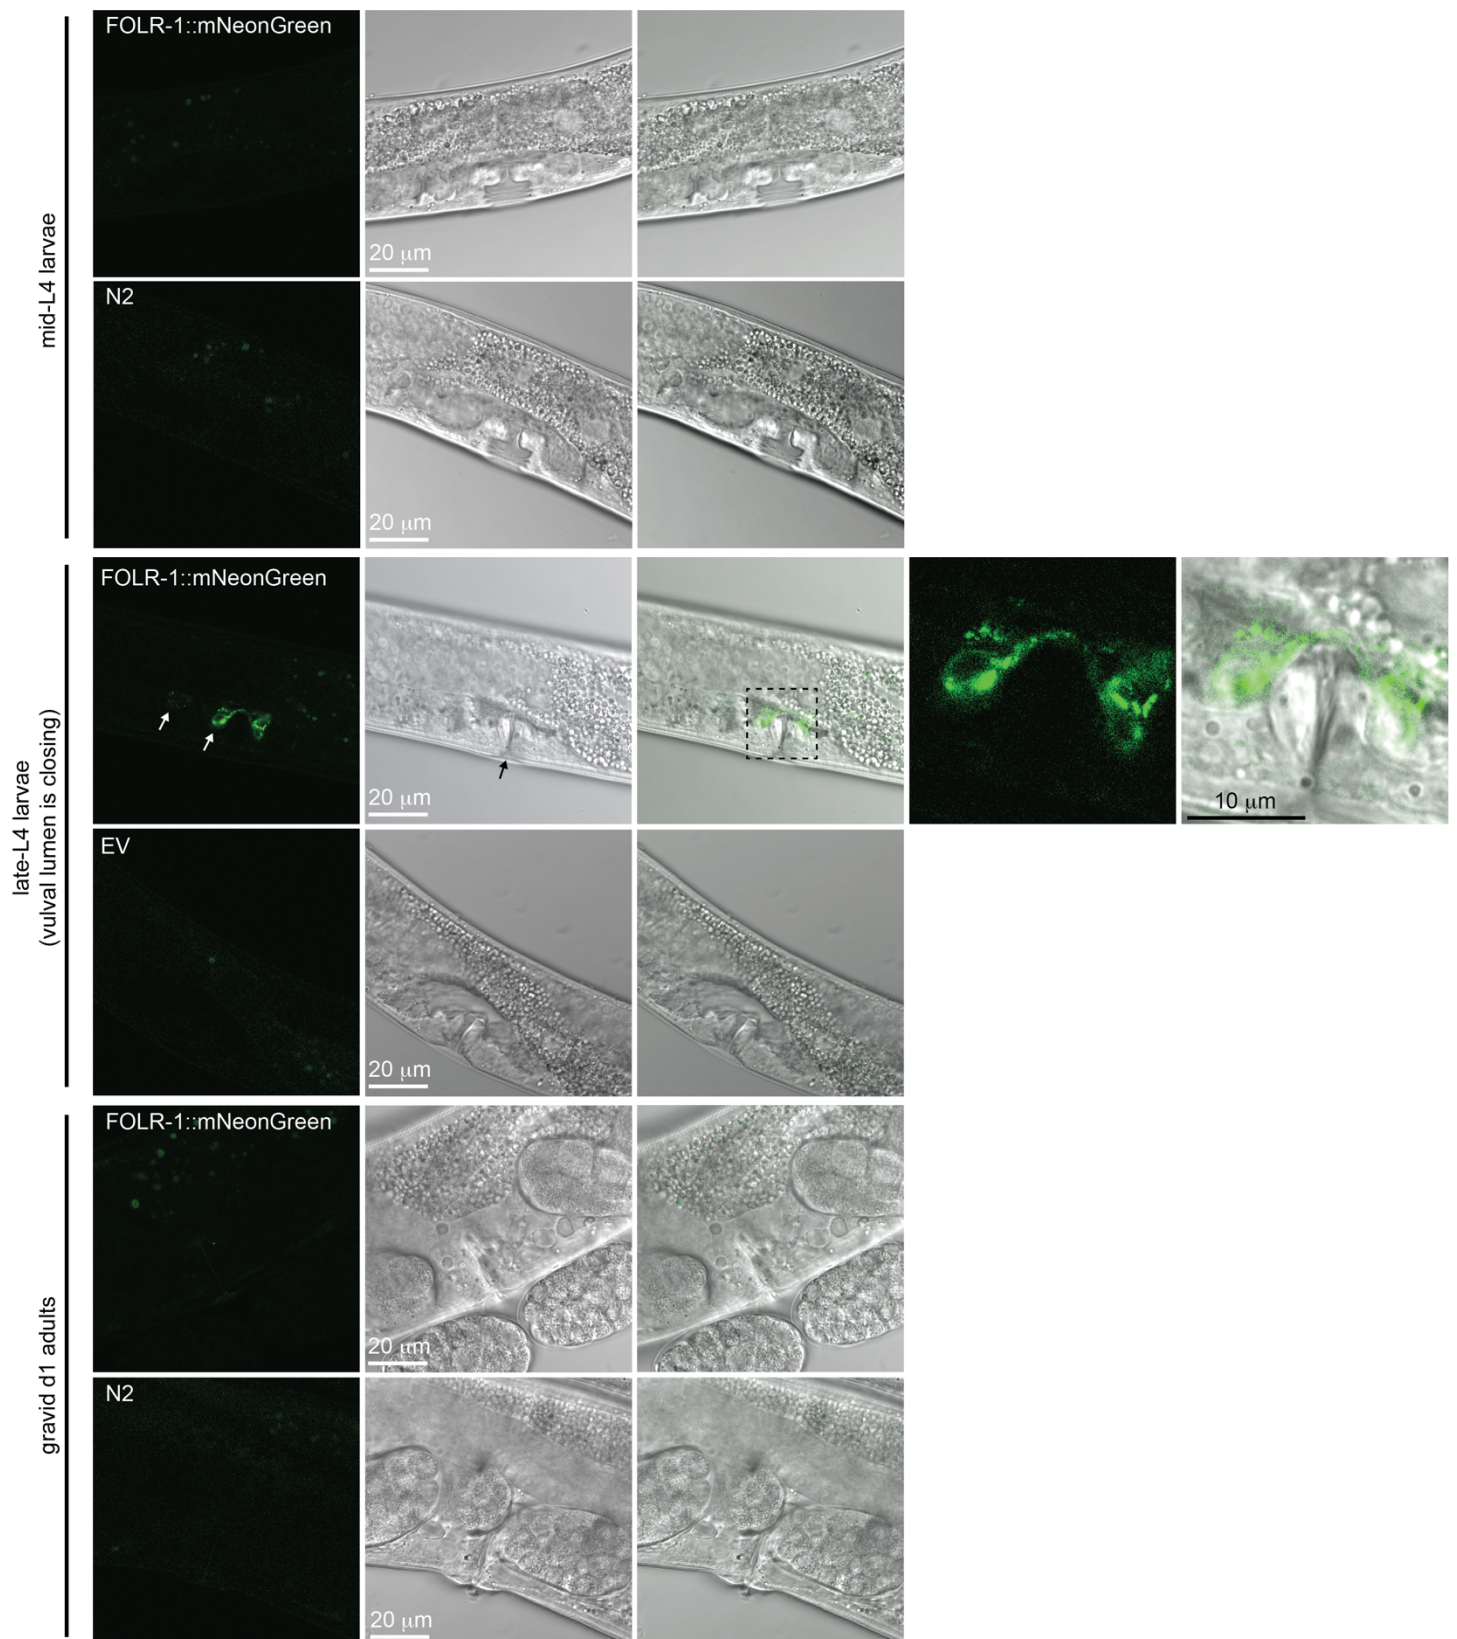

**Figure S1.** Confocal images of mid-L4 and late L4 larvae and gravid day 1 adult expressing FOLR-1::mNeonGreen. N2 is used as a control to recognize background signal. Late L4 larvae (middle panels) are imaged at the point when FOLR-1::mNeonGreen signal is strong (vulval lumen is closing, which is a later L4

sub-stage compared to the L4 larvae shown in Fig. 1a.) White arrows indicate FOLR-1::mNeonGreen localization and the black arrow marks the closing vulval lumen. The dashed square marks the magnified area shown on the right. All FOLR-1::mNeonGreen confocal images shown in this manuscript were taken with the same settings during the same imaging session, facilitating the comparison of the images.

**Figure S2** (figure as separate file). *folr-1* expression by cell type. Figure has been downloaded from WormSeq.

**Figure S3** (figure as separate file). *folr-1* expression dot plot. Figure has been downloaded from WormSeq.

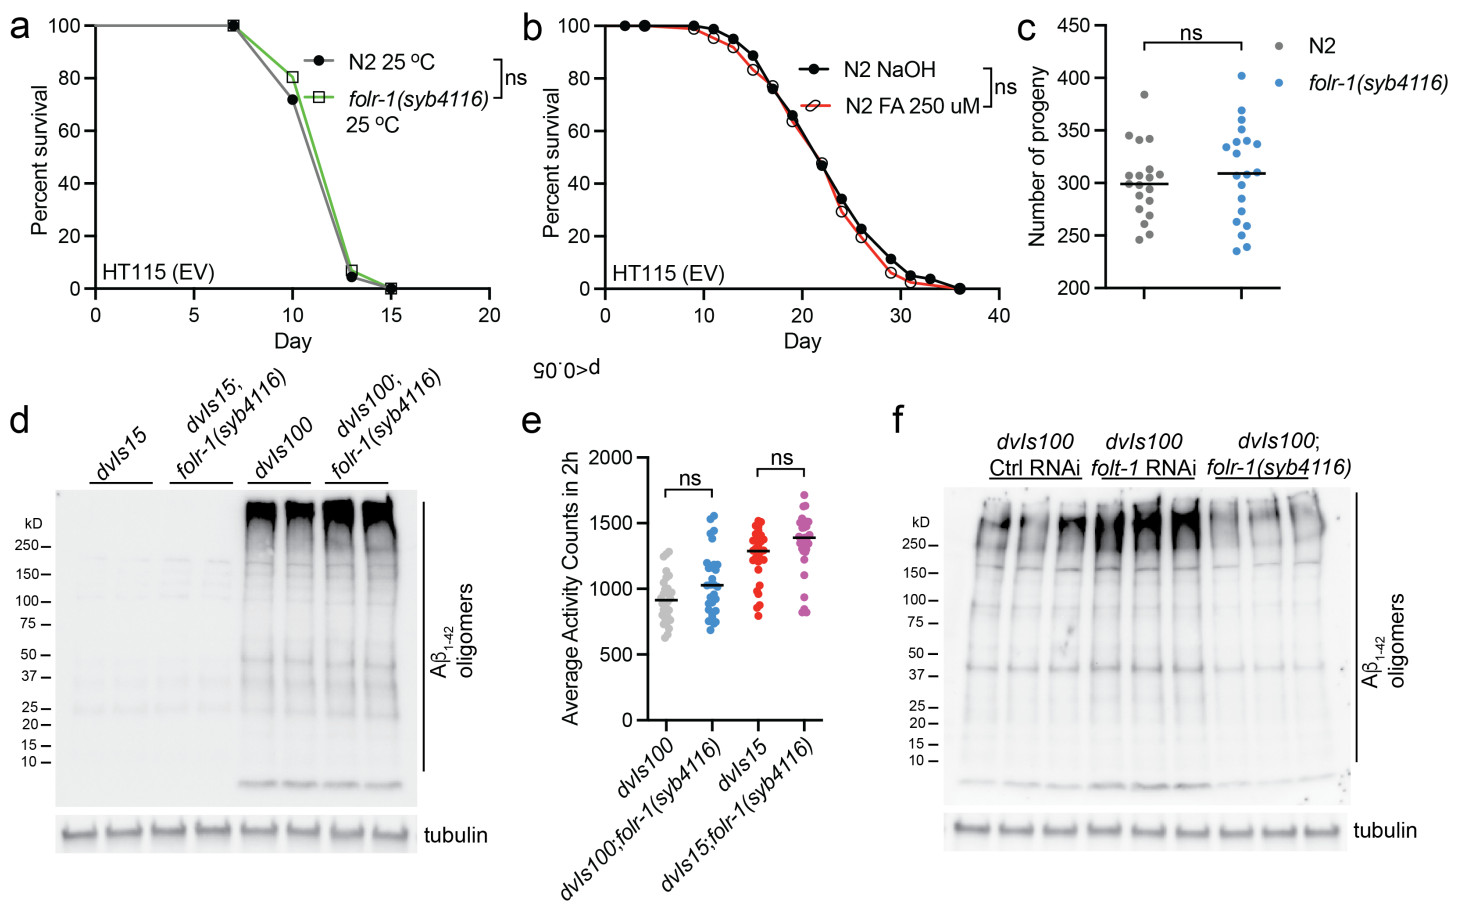

**Figure S4.** (a) Lifespan of N2 and *folr-1(syb4116)* mutants at 25 degrees Celsius (25 °C). The experiment was performed once. (b) Lifespan of N2 animals on plates supplemented with 250 mM folic acid (FA). Data are representative of two independent experiments. Statistical calculations for lifespan experiments were performed using the Cox-proportional hazard regression analysis. Lifespan statistics are reported in Supplementary Information file 1, S1 Table. (c) Brood size of N2 and *folr-1(syb4116)* mutants. Data are combined from two

independent experiments. Statistical significance was calculated with an unpaired Student's *t*-test. **(d)** Amyloid beta (A $\beta$ ) Western blot and **(e)** activity of day 2 adult A $\beta$ -expressing strain (GMC101, expresses transgene *dvIs100*) and control strain (CL2122, expresses transgene *dvIs15*) in wild-type- and *folr-1(syb4116)* background measured with wMicroTracker. In **(e)**, each dot represents a group of 10 animals (n = 300 animals per condition). Data are combined from three independent experiments (\*\*p < 0.01, \*\*\*\*p < 0.0001, one-way ANOVA with Tukey's test). **(f)** A $\beta$  Western blot of A $\beta$ -expressing strain upon control- and *folr-1* RNAi, and with *folr-1(syb4116)* background. Western blots in **(d)** and **(f)** were repeated at least twice with similar results.

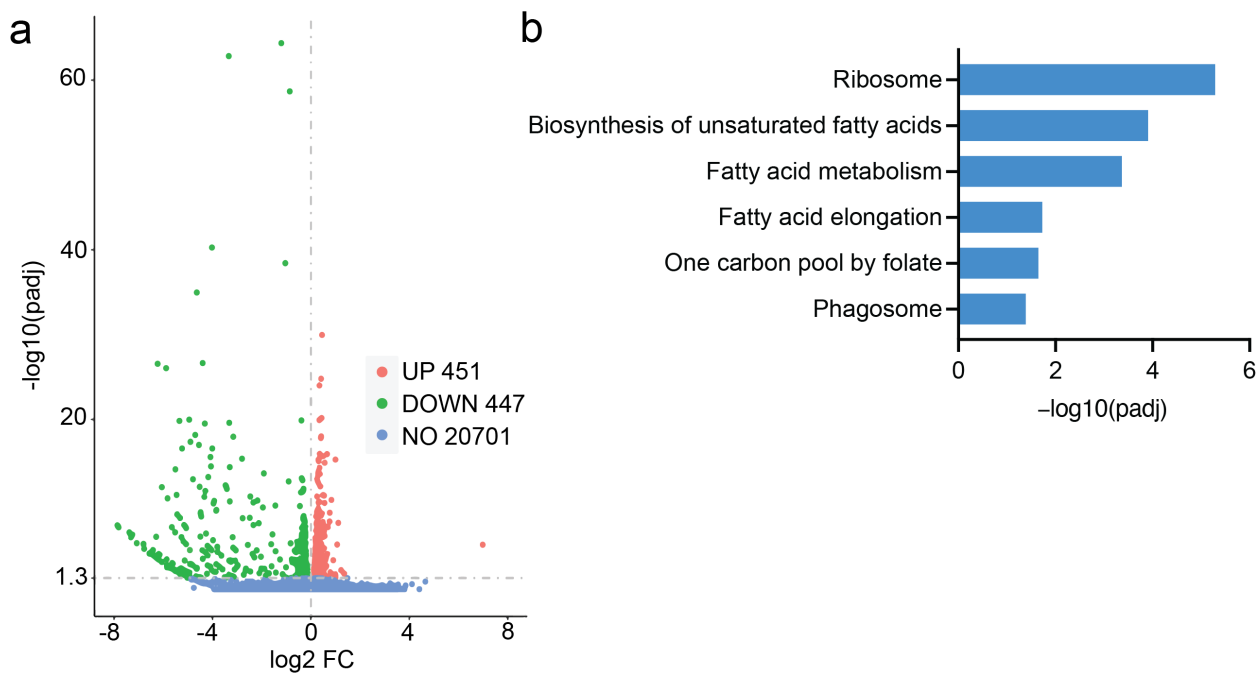

**Figure S5.** **(a)** Volcano plot showing differentially expressed genes in L4 stage *folr-1(syb4116)* mutants compared to N2. **(b)** Enriched KEGG pathways among upregulated genes in *folr-1(syb4116)* mutants. Lists of differentially expressed genes are shown in Supplementary Information file 2.

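Supplementary Information file 2 gives, for each differentially expressed gene, its normalized values, raw counts and FPKM in each library, the log2 fold change, the p-value and the adjusted p-value. The copy read here lists 451 upregulated genes and 446 downregulated genes, where the paper states 447 downregulated genes. Of the 451 upregulated genes, 440 were called higher with edgeR's quasi-likelihood test, and 451 had a log2 fold change above 0. With DESeq2 and its own size factors 445 of them were called higher, and with limma on log2(FPKM + 0.1) 277 were, the lowest of the alternatives that kept every library.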

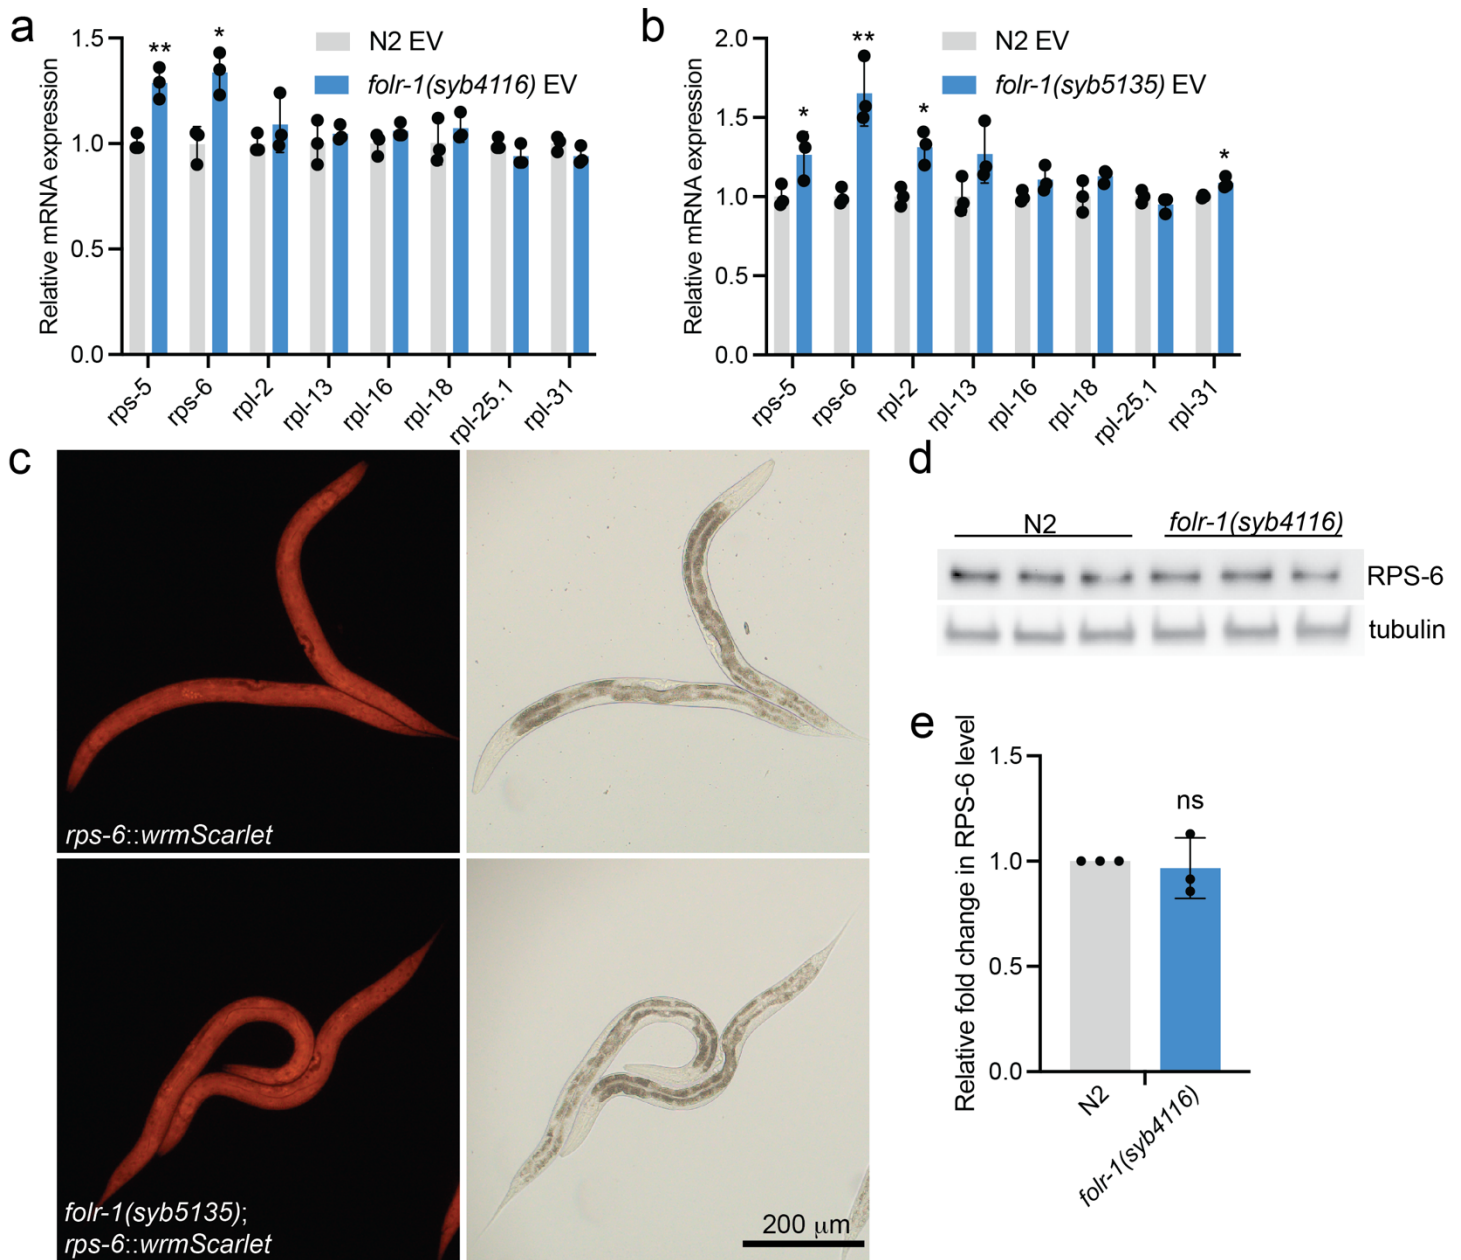

**Figure S6.** (a) qRT-PCR of selected ribosome subunits in L4 stage *folr-1(syb4116)* and (b) *folr-1(syb5135)* mutants compared to N2. Bars represent mRNA levels relative to N2 with error bars indicating mean  $\pm$  SD of three biological replicates, each with three technical replicates (\* $p < 0.05$ , \*\* $p < 0.01$ , unpaired Student's t-test). Experiments in (a) and (b) were performed once. (c) Representative images of late L4 stage animals expressing RPS-6::wrmScarlet-fusion protein in wild-type- and *folr-1(syb5135)* background. (d) Representative Western blot of ribosomal RPS-6 in day 2 adult N2 and *folr-1(syb4116)* mutants. The blot shows three technical replicates from one biological replicate. (e) Quantification of RPS-6 Western blots of day 2 adult N2 and *folr-1(syb5135)* mutants. Bars represent the fold change of tubulin-normalized RPS-6 level relative to N2 with error bars

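The qRT-PCR in Fig. S6 expresses each mRNA relative to N2, and the paper normalized it to *cdc-42* and *pmp-3*. In the RNA-seq libraries of *folr-1(syb4116)* and N2, the log2 fold change was 0.03 for *cdc-42* (adjusted p = 0.725) and 0.08 for *pmp-3* (adjusted p = 0.307), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When the counts of each ribosomal gene were divided by the mean of both reference genes in the same library, which needs no scaling between libraries, the log2 difference was 0.24 for *rps-6* and 0.36 for *rpl-31*. The mutant libraries then lay above all N2 libraries for each of the 8 genes (two-sided exact permutation test, p = 0.1 for *rps-6*, the smallest p that 3 against 3 allow). The libraries analysed here include none of *folr-1(syb5135)*.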

indicating mean  $\pm$  SD of three biological replicates (statistical significance calculated with unpaired Student's t-test).

**Table S1. Individual replicates of *C. elegans* lifespan experiments.**

| Genotype, RNAi and treatment                                              | mean<br>lifespan<br>± SE (days) | variation                        | <i>P</i> -values<br>against<br>control | N  |
|---------------------------------------------------------------------------|---------------------------------|----------------------------------|----------------------------------------|----|
|                                                                           |                                 | compared<br>to<br>control<br>(%) |                                        |    |
| Figure 2b                                                                 |                                 |                                  |                                        |    |
| N2 (HT115, EV)<br>(data used also in Figs. 2B and 2D)                     | 20.6 ± 0.53                     |                                  |                                        | 87 |
| <i>folr-1(syb5135)</i> (HT115, EV)<br>(data used also in Figs. 2B and 2D) | 20.9 ± 0.53                     | + 1.4                            | 0.64590                                | 84 |
|                                                                           |                                 |                                  |                                        |    |
| N2 (HT115, EV)<br>(data used also in Fig. 2E)                             | 21 ± 0.55                       |                                  |                                        | 88 |
| <i>folr-1(syb5135)</i> (HT115, EV)<br>(data used also in Fig. 2E)         | 21.4 ± 0.53                     | + 1.9                            | 0.67394                                | 84 |
|                                                                           |                                 |                                  |                                        |    |
| Figure 2c                                                                 |                                 |                                  |                                        |    |
| N2 (HT115, EV)                                                            | 19.7 ± 0.51                     |                                  |                                        | 80 |
| <i>folr-1(syb4116)</i> (HT115, EV)                                        | 20.6 ± 0.37                     | + 4.4                            | 0.853                                  | 84 |
|                                                                           |                                 |                                  |                                        |    |
| N2 (HT115, EV)                                                            | 22.1 ± 0.55                     |                                  |                                        | 80 |
| <i>folr-1(syb4116)</i> (HT115, EV)                                        | 21.8 ± 0.57                     | + 4.4                            | 0.838                                  | 82 |
|                                                                           |                                 |                                  |                                        |    |
| Figure 2d                                                                 |                                 |                                  |                                        |    |
| N2 (HT115, EV)<br>(data used also in Figs. 2B and 2E)                     | 20.6 ± 0.53                     |                                  |                                        | 87 |
| N2 (HT115, EV) FA 10 uM                                                   | 21.4 ± 0.55                     | + 3.7                            | 0.53591                                | 85 |
| <i>folr-1(syb5135)</i> (HT115, EV)                                        | 20.9 ± 0.53                     | + 1.4                            | 0.64590                                | 84 |

|                                             |             |                  |                    |    |
|---------------------------------------------|-------------|------------------|--------------------|----|
| (data used also in Figs. 2B 2E)             |             |                  |                    |    |
| <i>folr-1(syb5135)</i> (HT115, EV) FA 10 uM | 21.7 ± 0.54 | + 5<br># + 3.7   | 0.11552<br># 0.291 | 86 |
| N2 (HT115, EV)                              | 19.5 ± 0.44 |                  |                    | 91 |
| N2 (HT115, EV) FA 10 uM                     | 19.2 ± 0.48 | - 1.5            | 0.793              | 81 |
| <i>folr-1(syb4116)</i> (HT115, EV)          | 20.6 ± 0.44 | + 5.3            | 0.202              | 80 |
| <i>folr-1(syb4116)</i> (HT115, EV) FA 10 uM | 18.9 ± 0.62 | - 3.1<br># - 8.3 | 0.495<br># 0.565   | 76 |

**Figure 2e**

|                                                                           |             |                   |                      |    |
|---------------------------------------------------------------------------|-------------|-------------------|----------------------|----|
| N2 (HT115, EV)                                                            | 20.5 ± 0.55 |                   |                      | 63 |
| N2 (HT115, EV) 5-MTHF 100 nM                                              | 21.9 ± 0.59 | + 6.4             | 0.0451               | 70 |
| N2 (HT115, EV)                                                            | 20.9 ± 0.49 |                   |                      | 80 |
| N2 (HT115, EV) 5-MTHF 100 nM                                              | 23.1 ± 0.44 | + 9.5             | 0.00253              | 85 |
| N2 (HT115, EV)<br>(data used also in Figs. 2B and 2D)                     | 20.6 ± 0.53 |                   |                      | 87 |
| N2 (HT115, EV) 5-MTHF 100 nM                                              | 22.2 ± 0.62 | + 7.2             | 0.00587              | 85 |
| <i>folr-1(syb5135)</i> (HT115, EV)<br>(data used also in Figs. 2B and 2D) | 20.9 ± 0.53 | + 1.4             | 0.64590              | 84 |
| <i>folr-1(syb5135)</i> (HT115, EV) 5-MTHF 100 nM                          | 22.9 ± 0.58 | + 10<br># + 8.7   | 0.00194<br># 0.0126  | 82 |
| N2 (HT115, EV)<br>(data used also in Fig. 2B)                             | 21 ± 0.55   |                   |                      | 88 |
| <i>folr-1(syb5135)</i> (HT115, EV)<br>(data used also in Fig. 2B)         | 21.4 ± 0.53 | + 1.9             | 0.67394              | 84 |
| <i>folr-1(syb5135)</i> (HT115, EV) 5-MTHF 100 nM                          | 23.5 ± 0.58 | + 10.6<br># + 8.9 | 0.00105<br># 0.00194 | 84 |

**Figure 2g**

|                                                   |             |                              |                                   |    |
|---------------------------------------------------|-------------|------------------------------|-----------------------------------|----|
| N2 (HT115) EV                                     | 23.2 ± 0.56 |                              |                                   | 80 |
| N2 (HT115) <i>lin-53</i> RNAi                     | 19.2 ± 0.35 | - 17.2                       | 3.97e-16                          | 88 |
| <i>folr-1(syb5135)</i> (HT115) EV                 | 22.7 ± 0.53 | - 2.2                        | 0.49370                           | 85 |
| <i>folr-1(syb5135)</i> (HT115) <i>lin-53</i> RNAi | 22.1 ± 0.4  | - 4.7<br># - 2.6<br>° + 13.1 | 0.00237<br># 0.0207<br>° 3.52e-09 | 80 |
| N2 (HT115) EV                                     | 23 ± 0.53   |                              |                                   | 83 |
| N2 (HT115) <i>lin-53</i> RNAi                     | 19.1 ± 0.35 | - 17                         | 7.91e-13                          | 85 |
| <i>folr-1(syb5135)</i> (HT115) EV                 | 22.4 ± 0.56 | - 2.6                        | 0.46850                           | 81 |
| <i>folr-1(syb5135)</i> (HT115) <i>lin-53</i> RNAi | 21.6 ± 0.45 | - 6.1<br># - 3.6<br>° + 11.6 | 0.00328<br># 0.0304<br>° 4.99e-06 | 79 |
| <b>Figure 3a</b>                                  |             |                              |                                   |    |
| N2 (HT115, EV)                                    | 19.5 ± 0.51 |                              |                                   | 88 |
| <i>folr-1</i> OE (PHX4824) (HT115, EV)            | 17.1 ± 0.33 | - 12.3                       | 1.19e-06                          | 88 |
| <i>folr-1</i> OE (PHX4825) (HT115, EV)            | 15.7 ± 0.31 | - 19.5                       | 2.82e-12                          | 90 |
| N2 (HT115, EV)                                    | 21.5 ± 0.59 |                              |                                   | 85 |
| <i>folr-1</i> OE (PHX4824) (HT115, EV)            | 19.3 ± 0.36 | - 10.2                       | 0.000316                          | 69 |
| N2 (HT115, EV)                                    | 23.2 ± 0.57 |                              |                                   | 83 |
| <i>folr-1</i> OE (PHX4825) (HT115, EV)            | 20.1 ± 0.54 | - 13.4                       | 3.63e-06                          | 74 |
| N2 (HT115, EV)                                    | 20.8 ± 0.47 |                              |                                   | 87 |
| <i>folr-1</i> OE (PHX4825) (HT115, EV)            | 16.3 ± 0.33 | - 21.6                       | 6.55e-14                          | 89 |
| N2 (HT115, EV)                                    | 22.7 ± 0.47 |                              |                                   | 86 |
| <i>folr-1</i> OE (PHX4824) (HT115, EV)            | 19.7 ± 0.4  | - 13.2                       | 1.28e-08                          | 86 |
| <i>folr-1</i> OE (PHX4825) (HT115, EV)            | 19.5 ± 0.44 | - 14.1                       | 5.92e-08                          | 77 |

|                                        |             |        |          |    |
|----------------------------------------|-------------|--------|----------|----|
| N2 (HT115, EV)                         | 23.2 ± 0.41 |        |          | 82 |
| <i>folr-1</i> OE (PHX4824) (HT115, EV) | 19.2 ± 0.34 | - 17.2 | 2.87e-12 | 88 |
| <i>folr-1</i> OE (PHX4825) (HT115, EV) | 19 ± 0.3    | - 18.1 | 1.70e-14 | 89 |

**Figure 3d**

|                                                       |             |                   |                       |    |
|-------------------------------------------------------|-------------|-------------------|-----------------------|----|
| N2 (HT115) EV                                         | 22.5 ± 0.52 |                   |                       | 88 |
| N2 (HT115) <i>folr-1</i> RNAi                         | 22.7 ± 0.5  | + 0.9             | 0.991422              | 88 |
| <i>folr-1</i> OE (PHX4824) (HT115) EV                 | 18.6 ± 0.38 | - 17.3            | 1.97e-11              | 87 |
| <i>folr-1</i> OE (PHX4824) (HT115) <i>folr-1</i> RNAi | 20.7 ± 0.42 | - 8<br>& + 10.1   | 0.000931<br>& 0.00109 | 83 |
| <i>folr-1</i> OE (PHX4825) (HT115) EV                 | 18.3 ± 0.38 | - 18.7            | 6.18e-13              | 81 |
| <i>folr-1</i> OE (PHX4825) (HT115) <i>folr-1</i> RNAi | 19.1 ± 0.39 | - 15.1<br>@ + 4.2 | 1.16e-09<br>@ 0.131   | 88 |
| N2 (HT115) EV                                         | 20.7 ± 0.54 |                   |                       | 85 |
| N2 (HT115) <i>folr-1</i> RNAi                         | 20.7 ± 0.51 | + 0               | 0.704999              | 82 |
| <i>folr-1</i> OE (PHX4824) (HT115) EV                 | 18.4 ± 0.44 | - 11.1            | 0.000127              | 86 |
| <i>folr-1</i> OE (PHX4824) (HT115) <i>folr-1</i> RNAi | 20.2 ± 0.5  | - 2.4<br>& + 8.9  | 0.312942<br>& 0.00542 | 81 |
| <i>folr-1</i> OE (PHX4825) (HT115) EV                 | 17.8 ± 0.37 | - 14              | 6.44e-08              | 81 |
| <i>folr-1</i> OE (PHX4825) (HT115) <i>folr-1</i> RNAi | 18.7 ± 0.32 | - 9.7<br>@ + 4.8  | 9.57e-06<br>@ 0.25    | 85 |

**Figure 3e**

|                                                  |             |                   |                     |    |
|--------------------------------------------------|-------------|-------------------|---------------------|----|
| N2 (HT115, EV) NaOH                              | 23.6 ± 0.48 |                   |                     | 80 |
| N2 (HT115, EV) FA 250 uM                         | 22.9 ± 0.54 | - 3               | 0.788               | 85 |
| <i>folr-1</i> OE (PHX4824) (HT115, EV) NaOH      | 20 ± 0.46   | - 15.3            | 3.74e-07            | 84 |
| <i>folr-1</i> OE (PHX4824) (HT115, EV) FA 250 uM | 19.9 ± 0.42 | - 15.7<br>& - 0.5 | 3.72e-08<br>& 0.663 | 86 |

|                                                  |             |                   |                        |    |
|--------------------------------------------------|-------------|-------------------|------------------------|----|
| <i>folr-1</i> OE (PHX4825) (HT115, EV) NaOH      | 20 ± 0.42   | - 15.3            | 9.57e-08               | 81 |
| <i>folr-1</i> OE (PHX4825) (HT115, EV) FA 250 uM | 20.1 ± 0.44 | - 14.8<br>@ - 0.5 | 5.36e-07<br>@ 0.848    | 74 |
| <b>Figure 4a-4d</b>                              |             |                   |                        |    |
| N2 HT115 (EV)                                    | 24 ± 0.58   |                   |                        | 85 |
| N2 OP50                                          | 19.2 ± 0.76 | - 20              | 0.000311               | 82 |
| <i>folr-1(syb5135)</i> HT115 (EV)                | 24.1 ± 0.61 | + 0.4<br>¶ + 20.3 | 0.589306<br>¶ 5.33e-05 | 87 |
| <i>folr-1(syb5135)</i> OP50                      | 19.7 ± 0.72 | - 17.9<br>¶ + 2.5 | 0.000899<br>¶ 0.7627   | 83 |
| <i>folr-1</i> OE (PHX4824) HT115 (EV)            | 20.5 ± 0.57 | - 14.6<br>¶ + 6.3 | 0.000644<br>¶ 0.7717   | 88 |
| <i>folr-1</i> OE (PHX4824) OP50                  | 17.6 ± 0.68 | - 26.7<br>¶ - 8.3 | 3.76e-08<br>¶ 0.0597   | 77 |
| <i>folr-1</i> OE (PHX4825) HT115 (EV)            | 19.9 ± 0.48 | - 17.1<br>¶ + 3.5 | 3.63e-06<br>¶ 0.3898   | 88 |
| <i>folr-1</i> OE (PHX4825) OP50                  | 19.3 ± 0.67 | - 19.6<br>¶ + 0.5 | 3.88e-05<br>¶ 0.6615   | 84 |
| N2 HT115 (EV)                                    | 22.5 ± 0.54 |                   |                        | 86 |
| N2 OP50                                          | 17 ± 0.66   | - 24.4            | 1.21e-06               | 76 |
| <i>folr-1(syb4116)</i> HT115 (EV)                | 22.7 ± 0.57 | + 0.9<br>¶ + 25.1 | 0.512<br>¶ 7.79e-08    | 86 |
| <i>folr-1(syb4116)</i> OP50                      | 16.8 ± 0.64 | - 25.3<br>¶ - 1.2 | 2.40e-06<br>¶ 0.853    | 80 |
| <i>folr-1(syb5135)</i> HT115 (EV)                | 22.7 ± 0.53 | + 0.9<br>¶ + 25.1 | 0.843<br>¶ 5.93e-07    | 87 |
| <i>folr-1(syb5135)</i> OP50                      | 17.4 ± 0.65 | - 22.7<br>¶ + 2.3 | 2.26e-05<br>¶ 0.511    | 81 |
| <i>folr-1</i> OE (PHX4824) HT115 (EV)            | 18.5 ± 0.47 | - 17.8            | 3.78e-06               | 86 |

|                                       |            |                    |                     |    |
|---------------------------------------|------------|--------------------|---------------------|----|
|                                       |            | ¶ + 8.1            | ¶ 0.676             |    |
| <i>folr-1</i> OE (PHX4824) OP50       | 16.8 ± 0.6 | - 25.3<br>¶ - 1.2  | 1.54e-07<br>¶ 0.759 | 80 |
| <i>folr-1</i> OE (PHX4825) HT115 (EV) | 19 ± 0.43  | - 15.6<br>¶ + 10.5 | 8.01e-06<br>¶ 0.579 | 85 |
| <i>folr-1</i> OE (PHX4825) OP50       | 18.6 ± 0.6 | - 17.3<br>¶ + 8.6  | 5.69e-05<br>¶ 0.402 | 77 |

**Figure 5a**

|                                               |             |                           |                                   |    |
|-----------------------------------------------|-------------|---------------------------|-----------------------------------|----|
| N2 (OP50) DMSO                                | 18.7 ± 0.52 |                           |                                   | 85 |
| N2 (OP50) SMX (128 µg/ml)                     | 25.7 ± 0.39 | + 27.2                    | 2.65e-15                          | 85 |
| <i>folr-1(syb5135)</i> (OP50) DMSO            | 18.2 ± 0.61 | - 2.7<br>* - 29.2         | 0.275<br>* 1.72e-12               | 84 |
| <i>folr-1(syb5135)</i> (OP50) SMX (128 µg/ml) | 25.7 ± 0.52 | + 27.2<br># + 29.2<br>* 0 | 1.01e-15<br># 2.16e-11<br>* 0.841 | 83 |

**Figure 5b**

|                                               |             |                               |                                 |    |
|-----------------------------------------------|-------------|-------------------------------|---------------------------------|----|
| N2 (OP50) DMSO                                | 14.8 ± 0.32 |                               |                                 | 79 |
| N2 (OP50) SMX (128 µg/ml)                     | 21 ± 0.38   | + 29.5                        | <2e-16                          | 85 |
| <i>folr-1(syb4116)</i> (OP50) DMSO            | 15.2 ± 0.34 | + 2.6<br>* - 27.6             | 0.399<br>* <2e-16               | 83 |
| <i>folr-1(syb4116)</i> (OP50) SMX (128 µg/ml) | 20.2 ± 0.41 | + 26.7<br># + 24.8<br>* - 3.8 | <2e-16<br># 2.54e-13<br>* 0.286 | 73 |

**Figure 5c**

|                                        |             |                   |                   |    |
|----------------------------------------|-------------|-------------------|-------------------|----|
| N2 (OP50) DMSO                         | 18 ± 0.72   |                   |                   | 78 |
| N2 (OP50) SMX (128 µg/ml)              | 28.5 ± 0.57 | + 36.8            | < 2e-16           | 79 |
| <i>folr-1</i> OE (PHX4824) (OP50) DMSO | 18.1 ± 0.69 | + 0.6<br>* + 36.5 | 0.64<br>* < 2e-16 | 81 |

|                                                   |            |                                |                                      |    |
|---------------------------------------------------|------------|--------------------------------|--------------------------------------|----|
| <i>folr-1</i> OE (PHX4824) (OP50) SMX (128 µg/ml) | 24.6 ± 0.6 | + 26.2<br>& + 26.4<br>* - 13.7 | 1.56e-07<br>& 1.03e-06<br>* 3.86e-06 | 89 |
|---------------------------------------------------|------------|--------------------------------|--------------------------------------|----|

**Figure 5d**

|                                                   |             |                                |                                      |    |
|---------------------------------------------------|-------------|--------------------------------|--------------------------------------|----|
| N2 (OP50) DMSO                                    | 16.1 ± 0.63 |                                |                                      | 85 |
| N2 (OP50) SMX (128 µg/ml)                         | 27.7 ± 0.46 | + 41.9                         | < 2e-16                              | 82 |
| <i>folr-1</i> OE (PHX4825) (OP50) DMSO            | 17 ± 0.69   | + 5.3<br>* + 38.6              | 0.589<br>* < 2e-16                   | 74 |
| <i>folr-1</i> OE (PHX4825) (OP50) SMX (128 µg/ml) | 23.2 ± 0.45 | + 30.6<br>@ + 26.7<br>* - 16.2 | 1.45e-06<br>@ 3.03e-05<br>* 1.34e-08 | 80 |

**Figure 5c-5d**

|                                                   |             |                                |                                      |    |
|---------------------------------------------------|-------------|--------------------------------|--------------------------------------|----|
| N2 (OP50) DMSO                                    | 18.9 ± 0.78 |                                |                                      | 81 |
| N2 (OP50) SMX (128 µg/ml)                         | 28.2 ± 0.63 | + 33                           | < 2e-16                              | 80 |
| <i>folr-1</i> OE (PHX4824) (OP50) DMSO            | 18.3 ± 0.69 | - 3.2<br>* - 35.1              | 0.131385<br>* < 2e-16                | 77 |
| <i>folr-1</i> OE (PHX4824) (OP50) SMX (128 µg/ml) | 23.9 ± 0.67 | + 20.9<br>& + 23.4<br>* - 15.2 | 0.000195<br>& 1.08e-07<br>* 7.50e-07 | 77 |
| <i>folr-1</i> OE (PHX4825) (OP50) DMSO            | 19.2 ± 0.65 | + 1.6<br>* - 31.9              | 0.335175<br>* < 2e-16                | 78 |
| <i>folr-1</i> OE (PHX4825) (OP50) SMX (128 µg/ml) | 24.2 ± 0.56 | + 21.9<br>@ + 20.7<br>* - 14.2 | 0.001212<br>@ 4.08e-06<br>* 4.66e-08 | 83 |

**Figure S2a**

|                                          |             |       |       |    |
|------------------------------------------|-------------|-------|-------|----|
| N2 (HT115, EV) 25 °C                     | 12.2 ± 0.16 |       |       | 89 |
| <i>folr-1(syb4116)</i> (HT115, EV) 25 °C | 12.6 ± 0.15 | + 3.2 | 0.332 | 87 |

**Figure S2b**

|                          |             |       |       |    |
|--------------------------|-------------|-------|-------|----|
| N2 (HT115, EV) NaOH      | 19 ± 0.33   |       |       | 87 |
| N2 (HT115, EV) FA 250 uM | 18.8 ± 0.37 | - 1.1 | 0.977 | 90 |
| N2 (HT115, EV) NaOH      | 22.9 ± 0.64 |       |       | 79 |
| N2 (HT115, EV) FA 250 uM | 22.2 ± 0.63 | - 3.1 | 0.429 | 82 |

# Compared to untreated *folr-1* mutant

° Compared to *lin-53* RNAi-treated N2

& Compared to control-treated *folr-1* OE (PHX4824) strain

@ Compared to control-treated *folr-1* OE (PHX4825) strain

¶ Compared to OP50-treated N2

\* Compared to SMX-treated N2

**Table S2. Oligonucleotide sequences used in qRT-PCR**

| Gene            | Forward (5' → 3')      | Reverse (5' → 3')      |
|-----------------|------------------------|------------------------|
| <i>cdc-42</i>   | CTGCTGGACAGGAAGATTACG  | CTCGGACATTCTCGAATGAAG  |
| <i>pmp-3</i>    | GTTCCCGTGTTCACTCACTCAT | ACACCGTCGAGAAGCTGTAGA  |
| <i>rps-5</i>    | GAGAAGTCCGCCAAGTACCT   | TGATCTCAAAGGCGTGCTTG   |
| <i>rps-6</i>    | TGAGACTTAACTTCGCCTACCC | CACTCGTCACCGAGAGCAT    |
| <i>rpl-2</i>    | AGGAGCTGGTGGAATCTTCA   | GGTCGTGGATGATGTCCTTC   |
| <i>rpl-13</i>   | CCACGTGGAAACCAAATGTT   | GCCTTAGCTTGACGGTTCTG   |
| <i>rpl-16</i>   | TGACGGAAAGAACCACCTTC   | GGGCTGGGTTGATGTTACAA   |
| <i>rpl-18</i>   | ACGCACTGGAGAGAAGTTCA   | TCGAGAGGGTGACAACAGTC   |
| <i>rpl-25.1</i> | CATCATCCAACACCCATTGA   | GAGGGCTTGGACGTTGTAGA   |
| <i>rpl-31</i>   | AAGAAGTTCGCCAAGATCCA   | GGAGAGACGGACACGAACTC   |
| <i>folr-1</i>   | GAGTTTAACAAGAACGTAGAG  | TTTAGGCTGTTGATTATCAGTG |

## Sequences of deletions and insertions used in this study

**Strain name and genotype:** PHX4116 *folr-1*(*syb4116*)

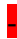:deletion site

*folr-1* exons are labeled with yellow and orange.

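The coding sequence of *folr-1* in the authors' gene table runs from 9919302 to 9920346 on the forward strand of chromosome X, with 843 bp of exon, and the WBcel235 annotation places it in 4 exons at the same positions. The first coding exon has 147 bp in N2 and 143 bp in *syb4116*. Counted from 1 at the A of the start codon, bases 61 to 66 (ACATGG) are replaced by TA in *syb4116*. The wild-type sequence GTGTCCCTCACATGGGACATGAGC thereby becomes GTGTCCCTCTAGACATGAGC. Read in the frame of the start codon, this gives the stop codon TAG after 20 codons, where the wild-type coding sequence has 280 codons.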

> *syb4116* (-4bp)

```
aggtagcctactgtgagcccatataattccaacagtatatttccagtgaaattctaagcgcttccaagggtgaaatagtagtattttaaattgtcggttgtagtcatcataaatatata
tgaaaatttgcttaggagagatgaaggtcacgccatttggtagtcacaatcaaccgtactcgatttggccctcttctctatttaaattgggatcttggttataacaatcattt
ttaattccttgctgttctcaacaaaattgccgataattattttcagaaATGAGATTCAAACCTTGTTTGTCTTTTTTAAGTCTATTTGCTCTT
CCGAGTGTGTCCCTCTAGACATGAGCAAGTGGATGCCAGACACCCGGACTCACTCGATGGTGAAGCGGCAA
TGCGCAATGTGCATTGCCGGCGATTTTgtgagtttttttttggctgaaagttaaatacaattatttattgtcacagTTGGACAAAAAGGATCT
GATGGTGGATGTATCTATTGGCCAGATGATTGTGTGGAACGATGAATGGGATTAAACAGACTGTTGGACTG
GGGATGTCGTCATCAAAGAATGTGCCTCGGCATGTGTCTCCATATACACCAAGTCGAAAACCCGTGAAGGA
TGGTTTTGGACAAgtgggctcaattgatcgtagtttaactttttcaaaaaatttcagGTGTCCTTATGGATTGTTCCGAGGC
```

> wild type

```
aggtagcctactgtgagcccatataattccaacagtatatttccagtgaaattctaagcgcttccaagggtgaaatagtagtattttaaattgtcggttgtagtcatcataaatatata
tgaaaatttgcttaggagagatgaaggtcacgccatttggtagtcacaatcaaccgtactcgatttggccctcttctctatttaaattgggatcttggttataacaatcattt
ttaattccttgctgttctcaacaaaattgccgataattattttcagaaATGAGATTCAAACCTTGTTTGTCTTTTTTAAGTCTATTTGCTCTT
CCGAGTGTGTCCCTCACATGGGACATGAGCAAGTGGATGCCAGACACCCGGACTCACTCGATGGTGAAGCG
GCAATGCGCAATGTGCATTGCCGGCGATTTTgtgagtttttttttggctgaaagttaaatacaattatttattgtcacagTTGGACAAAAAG
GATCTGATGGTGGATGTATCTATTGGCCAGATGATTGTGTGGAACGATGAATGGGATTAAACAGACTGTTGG
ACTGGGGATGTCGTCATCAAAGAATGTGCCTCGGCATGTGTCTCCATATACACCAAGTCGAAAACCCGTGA
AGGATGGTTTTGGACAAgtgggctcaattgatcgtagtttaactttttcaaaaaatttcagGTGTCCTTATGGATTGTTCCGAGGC
```

**Strain name and genotype:** PHX5135 *folr-1*(*syb5135*)

:deletion site

*folr-1* exons are labeled with yellow and orange.

> *syb5135* (-1045bp)

```
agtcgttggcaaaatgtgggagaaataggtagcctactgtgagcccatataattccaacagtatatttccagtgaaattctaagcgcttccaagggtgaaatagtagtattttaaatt
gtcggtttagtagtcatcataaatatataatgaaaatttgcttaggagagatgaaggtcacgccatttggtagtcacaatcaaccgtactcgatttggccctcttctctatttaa
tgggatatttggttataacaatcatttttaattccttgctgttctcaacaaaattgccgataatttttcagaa-
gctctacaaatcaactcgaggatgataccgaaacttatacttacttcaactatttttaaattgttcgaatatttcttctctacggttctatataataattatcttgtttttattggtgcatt
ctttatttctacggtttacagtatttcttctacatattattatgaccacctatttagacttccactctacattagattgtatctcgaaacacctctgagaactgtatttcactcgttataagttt
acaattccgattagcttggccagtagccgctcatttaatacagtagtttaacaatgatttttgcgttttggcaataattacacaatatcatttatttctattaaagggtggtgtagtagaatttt
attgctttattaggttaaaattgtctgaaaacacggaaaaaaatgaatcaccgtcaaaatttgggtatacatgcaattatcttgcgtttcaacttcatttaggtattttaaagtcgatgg
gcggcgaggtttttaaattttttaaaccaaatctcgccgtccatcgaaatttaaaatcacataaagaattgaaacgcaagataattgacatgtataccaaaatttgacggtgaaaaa
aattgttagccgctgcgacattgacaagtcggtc
```

> wild type

```
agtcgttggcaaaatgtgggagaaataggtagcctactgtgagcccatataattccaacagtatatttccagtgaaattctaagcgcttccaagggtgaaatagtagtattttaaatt
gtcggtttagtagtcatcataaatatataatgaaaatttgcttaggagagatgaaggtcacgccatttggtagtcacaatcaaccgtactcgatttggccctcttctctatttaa
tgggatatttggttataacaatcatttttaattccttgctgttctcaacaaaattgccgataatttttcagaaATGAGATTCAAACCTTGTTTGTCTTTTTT
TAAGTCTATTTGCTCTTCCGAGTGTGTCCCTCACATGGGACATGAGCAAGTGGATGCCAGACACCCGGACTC
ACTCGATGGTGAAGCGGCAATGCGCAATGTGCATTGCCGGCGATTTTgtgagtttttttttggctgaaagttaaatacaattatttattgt
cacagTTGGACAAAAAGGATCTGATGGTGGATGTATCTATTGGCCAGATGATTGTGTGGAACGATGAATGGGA
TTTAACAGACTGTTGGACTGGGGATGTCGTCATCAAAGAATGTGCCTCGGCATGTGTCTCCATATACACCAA
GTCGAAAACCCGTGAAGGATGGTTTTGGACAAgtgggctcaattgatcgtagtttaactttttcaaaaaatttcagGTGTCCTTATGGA
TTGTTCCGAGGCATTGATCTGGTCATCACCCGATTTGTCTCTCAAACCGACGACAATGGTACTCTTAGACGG
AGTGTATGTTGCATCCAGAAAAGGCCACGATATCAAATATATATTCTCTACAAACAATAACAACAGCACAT
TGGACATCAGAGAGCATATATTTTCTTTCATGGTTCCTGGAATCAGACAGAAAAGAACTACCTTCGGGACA
```

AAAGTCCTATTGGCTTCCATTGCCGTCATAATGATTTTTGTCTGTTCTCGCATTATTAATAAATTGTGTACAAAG  
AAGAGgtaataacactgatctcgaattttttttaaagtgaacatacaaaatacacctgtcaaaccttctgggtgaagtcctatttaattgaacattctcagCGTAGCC  
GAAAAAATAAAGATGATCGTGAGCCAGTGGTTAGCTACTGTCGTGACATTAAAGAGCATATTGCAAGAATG  
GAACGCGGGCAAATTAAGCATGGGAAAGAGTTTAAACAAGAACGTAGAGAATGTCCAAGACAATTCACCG  
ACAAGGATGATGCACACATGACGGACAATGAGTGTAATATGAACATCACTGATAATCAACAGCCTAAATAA  
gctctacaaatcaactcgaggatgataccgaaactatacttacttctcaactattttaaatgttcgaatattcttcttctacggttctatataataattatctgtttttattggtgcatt  
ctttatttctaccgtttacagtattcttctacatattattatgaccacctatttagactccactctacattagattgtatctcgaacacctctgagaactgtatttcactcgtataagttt  
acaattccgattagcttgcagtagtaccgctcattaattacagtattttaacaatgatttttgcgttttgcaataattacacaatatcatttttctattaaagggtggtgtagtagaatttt  
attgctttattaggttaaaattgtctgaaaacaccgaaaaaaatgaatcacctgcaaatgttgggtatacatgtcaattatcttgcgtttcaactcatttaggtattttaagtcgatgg  
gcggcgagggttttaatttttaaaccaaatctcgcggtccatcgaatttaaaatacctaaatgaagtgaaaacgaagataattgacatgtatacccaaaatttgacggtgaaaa  
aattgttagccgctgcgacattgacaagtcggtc

**Strain name and genotype:** PHX4185 *folr-1*(*syb4185*[*folr-1::mNeonGreen*]) X

Synonymous mutation is labeled in blue. *folr-1* exons are labeled with yellow and orange and mNeonGreen is labeled in green.

> *syb4185*

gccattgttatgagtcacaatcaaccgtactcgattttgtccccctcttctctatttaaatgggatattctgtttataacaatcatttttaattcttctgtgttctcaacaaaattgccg  
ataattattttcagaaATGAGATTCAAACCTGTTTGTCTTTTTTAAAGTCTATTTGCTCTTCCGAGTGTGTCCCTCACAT  
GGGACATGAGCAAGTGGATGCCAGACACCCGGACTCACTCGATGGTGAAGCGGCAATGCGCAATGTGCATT  
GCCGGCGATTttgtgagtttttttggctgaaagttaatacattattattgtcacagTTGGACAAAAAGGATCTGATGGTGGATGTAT  
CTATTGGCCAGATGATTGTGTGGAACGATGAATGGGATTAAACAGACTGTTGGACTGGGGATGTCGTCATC  
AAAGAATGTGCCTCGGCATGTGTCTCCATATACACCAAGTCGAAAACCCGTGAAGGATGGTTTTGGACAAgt  
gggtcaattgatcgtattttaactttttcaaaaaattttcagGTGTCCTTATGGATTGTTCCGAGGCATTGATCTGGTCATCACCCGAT  
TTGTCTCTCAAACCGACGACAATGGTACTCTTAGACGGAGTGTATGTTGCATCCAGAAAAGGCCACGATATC  
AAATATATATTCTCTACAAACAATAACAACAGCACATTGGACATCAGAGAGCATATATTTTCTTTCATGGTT  
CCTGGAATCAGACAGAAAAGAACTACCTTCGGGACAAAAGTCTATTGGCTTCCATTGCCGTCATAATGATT  
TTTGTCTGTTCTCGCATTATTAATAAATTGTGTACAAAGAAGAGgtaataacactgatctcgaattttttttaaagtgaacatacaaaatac  
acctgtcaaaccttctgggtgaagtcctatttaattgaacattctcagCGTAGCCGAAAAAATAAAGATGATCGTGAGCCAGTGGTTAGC  
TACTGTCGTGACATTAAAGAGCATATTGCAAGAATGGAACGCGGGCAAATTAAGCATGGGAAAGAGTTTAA  
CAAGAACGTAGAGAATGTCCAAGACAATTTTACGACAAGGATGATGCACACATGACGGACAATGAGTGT  
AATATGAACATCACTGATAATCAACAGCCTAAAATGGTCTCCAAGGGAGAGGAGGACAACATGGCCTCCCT  
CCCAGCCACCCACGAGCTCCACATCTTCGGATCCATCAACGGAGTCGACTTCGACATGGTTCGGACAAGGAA  
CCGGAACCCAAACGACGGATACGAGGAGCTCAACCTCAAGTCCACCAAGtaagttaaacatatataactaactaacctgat  
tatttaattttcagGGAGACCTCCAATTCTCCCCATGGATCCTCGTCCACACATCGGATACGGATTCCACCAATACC  
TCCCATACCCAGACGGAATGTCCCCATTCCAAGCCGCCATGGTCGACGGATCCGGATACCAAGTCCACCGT  
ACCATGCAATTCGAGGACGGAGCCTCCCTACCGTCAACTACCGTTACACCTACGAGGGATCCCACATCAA  
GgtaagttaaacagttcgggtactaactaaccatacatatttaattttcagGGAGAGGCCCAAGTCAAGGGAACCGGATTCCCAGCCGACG  
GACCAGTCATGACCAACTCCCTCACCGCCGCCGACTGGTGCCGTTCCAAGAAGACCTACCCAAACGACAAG  
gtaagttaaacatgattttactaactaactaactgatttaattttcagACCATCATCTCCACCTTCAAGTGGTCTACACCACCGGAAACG  
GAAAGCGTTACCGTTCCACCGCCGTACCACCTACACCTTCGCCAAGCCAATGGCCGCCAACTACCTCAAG  
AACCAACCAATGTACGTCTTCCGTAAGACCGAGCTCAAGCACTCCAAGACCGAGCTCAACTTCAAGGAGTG  
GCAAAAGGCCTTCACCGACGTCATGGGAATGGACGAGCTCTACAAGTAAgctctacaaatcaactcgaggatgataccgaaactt  
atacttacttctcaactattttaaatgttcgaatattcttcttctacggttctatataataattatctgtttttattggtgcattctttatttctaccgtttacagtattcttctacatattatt  
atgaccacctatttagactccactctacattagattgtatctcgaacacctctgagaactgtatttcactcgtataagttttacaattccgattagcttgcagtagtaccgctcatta  
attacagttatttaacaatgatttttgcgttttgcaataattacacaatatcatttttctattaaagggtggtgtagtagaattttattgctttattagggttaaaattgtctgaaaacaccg  
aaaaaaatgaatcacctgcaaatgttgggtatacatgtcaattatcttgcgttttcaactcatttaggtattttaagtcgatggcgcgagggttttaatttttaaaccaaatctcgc  
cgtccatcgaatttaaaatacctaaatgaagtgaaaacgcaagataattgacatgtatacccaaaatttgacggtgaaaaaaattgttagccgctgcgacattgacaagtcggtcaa  
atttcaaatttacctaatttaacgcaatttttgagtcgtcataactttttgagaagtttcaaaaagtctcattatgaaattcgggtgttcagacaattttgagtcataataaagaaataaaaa  
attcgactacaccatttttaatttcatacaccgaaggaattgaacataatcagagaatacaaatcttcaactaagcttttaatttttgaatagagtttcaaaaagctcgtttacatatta  
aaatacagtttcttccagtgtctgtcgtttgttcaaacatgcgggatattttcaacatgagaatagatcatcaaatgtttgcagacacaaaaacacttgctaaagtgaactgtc  
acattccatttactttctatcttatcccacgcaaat

**Strain name and genotype:** PHX7330 *rps-6(syb7330[rps-6::wormScarlet])* I

Synonymous mutation is labeled in blue. *rps-6* exons are labeled with yellow and orange (only part of exon sequences included) and wormScarlet is labeled in red.

> *syb7330*

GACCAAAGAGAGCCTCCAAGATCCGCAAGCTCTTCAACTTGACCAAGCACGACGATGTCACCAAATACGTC  
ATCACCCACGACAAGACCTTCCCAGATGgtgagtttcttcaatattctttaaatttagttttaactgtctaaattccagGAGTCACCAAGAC  
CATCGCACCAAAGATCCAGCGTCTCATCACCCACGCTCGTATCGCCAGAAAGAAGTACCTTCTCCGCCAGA  
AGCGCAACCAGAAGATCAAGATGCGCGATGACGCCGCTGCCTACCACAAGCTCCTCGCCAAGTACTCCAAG  
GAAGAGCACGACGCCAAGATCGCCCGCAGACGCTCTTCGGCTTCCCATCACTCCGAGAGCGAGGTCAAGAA  
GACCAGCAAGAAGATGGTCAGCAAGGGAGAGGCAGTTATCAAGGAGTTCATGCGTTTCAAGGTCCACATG  
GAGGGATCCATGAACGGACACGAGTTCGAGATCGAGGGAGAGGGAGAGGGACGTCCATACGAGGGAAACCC  
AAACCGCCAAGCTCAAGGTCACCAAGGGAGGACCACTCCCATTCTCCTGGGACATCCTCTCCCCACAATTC  
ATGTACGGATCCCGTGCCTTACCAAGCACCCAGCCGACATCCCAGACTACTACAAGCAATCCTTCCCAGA  
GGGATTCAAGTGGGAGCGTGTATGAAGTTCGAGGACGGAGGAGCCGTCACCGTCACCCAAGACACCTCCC  
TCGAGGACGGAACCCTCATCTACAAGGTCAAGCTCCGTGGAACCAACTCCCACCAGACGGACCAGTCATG  
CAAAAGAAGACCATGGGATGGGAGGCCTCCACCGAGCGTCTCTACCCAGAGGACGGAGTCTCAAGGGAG  
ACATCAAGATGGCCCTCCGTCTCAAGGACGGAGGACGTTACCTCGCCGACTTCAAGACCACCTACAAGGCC  
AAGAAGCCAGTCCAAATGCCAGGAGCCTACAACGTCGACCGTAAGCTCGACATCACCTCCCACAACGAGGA  
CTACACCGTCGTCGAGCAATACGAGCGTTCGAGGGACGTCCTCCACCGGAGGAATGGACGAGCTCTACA  
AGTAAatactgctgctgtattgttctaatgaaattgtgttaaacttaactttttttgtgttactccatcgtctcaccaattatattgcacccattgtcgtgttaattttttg  
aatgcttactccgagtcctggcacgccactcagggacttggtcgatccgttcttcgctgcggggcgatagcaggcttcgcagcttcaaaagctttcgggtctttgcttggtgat  
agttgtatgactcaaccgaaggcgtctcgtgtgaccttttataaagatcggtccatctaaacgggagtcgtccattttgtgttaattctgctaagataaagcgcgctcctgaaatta  
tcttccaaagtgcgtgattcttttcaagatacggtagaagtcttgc

**Strain name and genotype:** PHX4824 and PHX4825 *Is[Pfolr-1::folr-1::unc-54 3'UTR, Pmyo-2::gfp]* (*Pmyo-2::gfp* was used as a marker for transgenic animals)

Sequence of Ppd49.78(*Pfolr-1::folr-1::unc-54 3'UTR*) -plasmid

*folr-1* promoter is labeled with green, *folr-1* exons are labeled with yellow and orange, part of the last *unc-54* exon is labeled with olive green and *unc-54 3' UTR* is labeled in purple.

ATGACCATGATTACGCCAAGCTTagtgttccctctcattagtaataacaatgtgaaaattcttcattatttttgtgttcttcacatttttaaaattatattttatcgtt  
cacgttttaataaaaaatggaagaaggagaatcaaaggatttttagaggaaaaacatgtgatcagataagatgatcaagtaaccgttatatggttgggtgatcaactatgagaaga  
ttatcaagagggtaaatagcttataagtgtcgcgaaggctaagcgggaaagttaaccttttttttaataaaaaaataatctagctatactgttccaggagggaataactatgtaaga  
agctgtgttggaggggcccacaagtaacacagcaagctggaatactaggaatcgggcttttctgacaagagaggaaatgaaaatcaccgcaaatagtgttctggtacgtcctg  
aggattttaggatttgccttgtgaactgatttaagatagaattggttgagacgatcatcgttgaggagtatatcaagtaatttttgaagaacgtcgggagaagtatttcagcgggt  
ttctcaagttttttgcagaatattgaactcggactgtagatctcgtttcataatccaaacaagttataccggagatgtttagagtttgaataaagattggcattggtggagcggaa  
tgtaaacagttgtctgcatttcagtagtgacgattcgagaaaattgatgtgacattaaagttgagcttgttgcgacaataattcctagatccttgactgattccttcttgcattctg  
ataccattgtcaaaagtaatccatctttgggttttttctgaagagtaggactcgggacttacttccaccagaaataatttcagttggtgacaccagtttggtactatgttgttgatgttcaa  
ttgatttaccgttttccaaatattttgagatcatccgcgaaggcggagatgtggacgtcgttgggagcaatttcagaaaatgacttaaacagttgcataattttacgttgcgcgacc  
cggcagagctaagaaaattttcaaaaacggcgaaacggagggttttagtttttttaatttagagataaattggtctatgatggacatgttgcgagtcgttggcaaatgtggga  
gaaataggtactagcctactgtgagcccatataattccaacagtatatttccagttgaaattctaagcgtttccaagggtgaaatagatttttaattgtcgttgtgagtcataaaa  
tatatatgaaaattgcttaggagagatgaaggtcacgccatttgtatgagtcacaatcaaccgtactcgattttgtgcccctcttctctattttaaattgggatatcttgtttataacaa  
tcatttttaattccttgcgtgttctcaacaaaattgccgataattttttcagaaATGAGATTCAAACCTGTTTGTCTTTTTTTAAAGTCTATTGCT  
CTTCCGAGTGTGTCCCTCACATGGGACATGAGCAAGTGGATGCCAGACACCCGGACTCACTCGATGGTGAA  
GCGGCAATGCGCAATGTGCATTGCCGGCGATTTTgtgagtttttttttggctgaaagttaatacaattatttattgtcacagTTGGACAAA  
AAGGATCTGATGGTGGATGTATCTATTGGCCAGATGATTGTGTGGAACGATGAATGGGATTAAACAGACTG  
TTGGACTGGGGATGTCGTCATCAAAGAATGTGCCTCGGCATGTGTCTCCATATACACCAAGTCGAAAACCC  
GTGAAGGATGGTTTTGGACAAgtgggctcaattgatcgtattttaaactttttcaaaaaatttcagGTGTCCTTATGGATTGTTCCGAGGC  
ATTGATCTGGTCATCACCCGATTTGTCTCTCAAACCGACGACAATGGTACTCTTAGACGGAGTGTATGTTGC

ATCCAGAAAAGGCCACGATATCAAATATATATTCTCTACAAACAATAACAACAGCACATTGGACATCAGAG  
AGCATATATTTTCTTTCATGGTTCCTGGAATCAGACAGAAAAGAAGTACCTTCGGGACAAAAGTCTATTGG  
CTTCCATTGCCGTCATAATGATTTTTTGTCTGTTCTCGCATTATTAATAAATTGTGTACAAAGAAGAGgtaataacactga  
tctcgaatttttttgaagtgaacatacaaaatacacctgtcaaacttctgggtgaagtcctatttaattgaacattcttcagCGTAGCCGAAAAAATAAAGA  
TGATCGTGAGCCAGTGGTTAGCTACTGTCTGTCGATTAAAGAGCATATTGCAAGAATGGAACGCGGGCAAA  
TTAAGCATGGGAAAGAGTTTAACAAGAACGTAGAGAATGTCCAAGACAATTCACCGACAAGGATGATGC  
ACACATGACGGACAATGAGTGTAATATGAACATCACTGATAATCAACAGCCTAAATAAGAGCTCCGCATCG  
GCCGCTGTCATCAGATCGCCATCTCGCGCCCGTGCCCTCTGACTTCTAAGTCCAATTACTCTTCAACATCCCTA  
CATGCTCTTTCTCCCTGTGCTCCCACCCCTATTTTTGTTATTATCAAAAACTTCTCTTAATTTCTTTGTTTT  
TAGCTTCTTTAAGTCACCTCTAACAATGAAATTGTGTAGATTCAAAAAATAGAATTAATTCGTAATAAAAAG  
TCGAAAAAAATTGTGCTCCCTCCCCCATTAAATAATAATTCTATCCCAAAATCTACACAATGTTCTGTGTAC  
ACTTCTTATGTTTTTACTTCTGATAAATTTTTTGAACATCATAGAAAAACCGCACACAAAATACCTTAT  
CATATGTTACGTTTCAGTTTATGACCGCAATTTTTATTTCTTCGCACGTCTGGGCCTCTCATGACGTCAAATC  
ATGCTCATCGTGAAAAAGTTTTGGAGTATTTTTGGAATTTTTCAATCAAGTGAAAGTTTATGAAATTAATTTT  
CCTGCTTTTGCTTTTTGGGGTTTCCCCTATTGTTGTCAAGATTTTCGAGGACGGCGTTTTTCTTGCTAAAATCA  
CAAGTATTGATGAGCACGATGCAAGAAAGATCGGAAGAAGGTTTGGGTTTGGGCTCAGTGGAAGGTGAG  
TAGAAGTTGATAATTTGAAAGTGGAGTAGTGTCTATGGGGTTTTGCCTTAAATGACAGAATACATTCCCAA  
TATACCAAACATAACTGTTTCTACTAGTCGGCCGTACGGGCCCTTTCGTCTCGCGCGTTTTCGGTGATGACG  
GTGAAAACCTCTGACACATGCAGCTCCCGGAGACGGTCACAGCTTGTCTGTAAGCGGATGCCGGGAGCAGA  
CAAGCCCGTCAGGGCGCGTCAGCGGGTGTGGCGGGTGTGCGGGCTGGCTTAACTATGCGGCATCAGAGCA  
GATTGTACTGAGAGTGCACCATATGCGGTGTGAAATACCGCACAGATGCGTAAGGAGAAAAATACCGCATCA  
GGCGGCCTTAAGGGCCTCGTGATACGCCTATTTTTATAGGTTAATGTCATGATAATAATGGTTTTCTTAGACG  
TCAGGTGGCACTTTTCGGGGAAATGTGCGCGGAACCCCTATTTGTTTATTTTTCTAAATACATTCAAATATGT  
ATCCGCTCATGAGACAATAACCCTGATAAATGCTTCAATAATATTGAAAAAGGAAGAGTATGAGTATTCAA  
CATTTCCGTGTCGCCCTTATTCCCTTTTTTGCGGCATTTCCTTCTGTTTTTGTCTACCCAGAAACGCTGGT  
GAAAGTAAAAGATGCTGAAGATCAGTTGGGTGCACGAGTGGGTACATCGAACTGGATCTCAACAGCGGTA  
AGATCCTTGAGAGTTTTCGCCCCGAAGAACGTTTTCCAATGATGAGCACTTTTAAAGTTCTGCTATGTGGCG  
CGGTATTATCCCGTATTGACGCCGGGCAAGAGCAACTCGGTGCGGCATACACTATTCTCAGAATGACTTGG  
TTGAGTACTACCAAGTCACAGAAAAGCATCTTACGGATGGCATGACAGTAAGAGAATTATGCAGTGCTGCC  
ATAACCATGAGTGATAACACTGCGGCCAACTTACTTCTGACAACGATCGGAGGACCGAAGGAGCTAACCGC  
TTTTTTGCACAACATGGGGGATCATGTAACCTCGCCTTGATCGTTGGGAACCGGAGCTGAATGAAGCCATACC  
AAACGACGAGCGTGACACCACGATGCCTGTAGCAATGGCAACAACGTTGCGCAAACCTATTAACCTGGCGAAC  
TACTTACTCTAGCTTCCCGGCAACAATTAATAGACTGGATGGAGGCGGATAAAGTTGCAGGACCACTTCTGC  
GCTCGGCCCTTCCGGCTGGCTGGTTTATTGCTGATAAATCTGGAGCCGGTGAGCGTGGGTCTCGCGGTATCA  
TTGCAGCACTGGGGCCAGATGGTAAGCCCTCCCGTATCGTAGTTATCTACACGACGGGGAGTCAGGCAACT  
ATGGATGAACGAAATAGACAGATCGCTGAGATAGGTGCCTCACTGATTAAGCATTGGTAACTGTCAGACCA  
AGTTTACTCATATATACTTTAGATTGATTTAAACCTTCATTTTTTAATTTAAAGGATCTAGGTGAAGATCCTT  
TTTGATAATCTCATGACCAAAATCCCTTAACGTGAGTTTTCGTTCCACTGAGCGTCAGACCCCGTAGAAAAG  
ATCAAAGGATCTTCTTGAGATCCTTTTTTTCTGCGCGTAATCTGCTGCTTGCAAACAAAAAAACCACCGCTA  
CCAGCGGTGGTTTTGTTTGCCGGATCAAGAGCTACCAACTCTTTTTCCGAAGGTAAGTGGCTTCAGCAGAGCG  
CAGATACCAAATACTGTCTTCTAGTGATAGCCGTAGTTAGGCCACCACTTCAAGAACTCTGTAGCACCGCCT  
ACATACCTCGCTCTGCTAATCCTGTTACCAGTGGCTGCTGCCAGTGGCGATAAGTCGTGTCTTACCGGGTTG  
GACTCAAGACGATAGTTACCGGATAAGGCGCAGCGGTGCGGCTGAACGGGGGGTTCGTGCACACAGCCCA  
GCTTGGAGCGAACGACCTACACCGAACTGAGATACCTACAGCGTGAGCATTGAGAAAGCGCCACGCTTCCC  
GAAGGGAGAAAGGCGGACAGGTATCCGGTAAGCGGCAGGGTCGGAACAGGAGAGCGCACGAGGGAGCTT  
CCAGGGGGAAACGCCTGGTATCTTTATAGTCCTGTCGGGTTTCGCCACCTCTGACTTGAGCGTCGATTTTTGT  
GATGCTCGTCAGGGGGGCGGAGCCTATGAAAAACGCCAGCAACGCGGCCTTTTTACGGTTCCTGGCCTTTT  
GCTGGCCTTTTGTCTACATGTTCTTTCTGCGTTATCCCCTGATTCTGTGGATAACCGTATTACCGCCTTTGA  
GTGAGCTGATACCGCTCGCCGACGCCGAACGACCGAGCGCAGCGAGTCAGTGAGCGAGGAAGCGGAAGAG  
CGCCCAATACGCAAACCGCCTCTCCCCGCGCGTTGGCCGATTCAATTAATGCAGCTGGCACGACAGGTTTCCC  
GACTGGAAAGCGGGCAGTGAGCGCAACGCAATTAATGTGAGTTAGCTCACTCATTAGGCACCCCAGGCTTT  
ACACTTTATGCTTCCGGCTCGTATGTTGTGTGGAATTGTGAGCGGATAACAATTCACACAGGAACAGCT

How the deposited data were processed for this re-analysis (not part of the article)

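RNA from whole L4 larvae of N2 and *folr-1(syb4116)* was sequenced by the authors, with 3 biological replicates of each strain. The authors processed the reads with fastp, HISAT2 and featureCounts and deposited raw counts per gene for the 6 libraries. They also deposited FPKM values, which the paper calls RPKM, made from the counts with the gene length and a library size that includes a scaling factor. The ratio of count to FPKM between any pair of libraries was the same for every gene, to within 2.2e-14, and was not the ratio of the total counts. The paper's text does not name the genome build or the annotation. Gene symbols and positions were taken from the WBcel235 annotation, in which 46180 of the 46661 genes were matched to one gene. Of the 897 genes in the copy of Supplementary Information file 2, 895 were found in the count table, and 51 had the same start and end as in WBcel235. There were 0 lines of the count table that named no gene.

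Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3. Genes were filtered with edgeR's filterByExpr, scaled with TMM and compared with glmQLFit and glmQLFTest, with strain as the only term. P-values were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. Log2 values for the set tests used a prior count of 2. A library of 21646678 counts, the smallest, gave counts for 19483 genes. Genes with at most 3 counts in every library of one strain are given as bounds on the fold change, which cover counting error only. The exception is *lov-1*, with 2, 2 and 0 counts in the mutant libraries, whose fitted log2 fold change is given.

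The procedure was tested on simulated counts with 200 genes changed by 2-fold, up or down, and picked above a limit on low counts. Of these, edgeR recovered 180 with 12 false calls, DESeq2 recovered 171 with 7, limma-voom recovered 180 with 13, and edgeR with a block for replicate number recovered 179 with 14. With a simulated length trend, edgeR gave 2835 false calls without and 26 with the length correction. With no gene changed, it gave 2 false calls. Most genes called between the strains changed less than the simulated ones, with median log2 fold changes of 0.25 and -0.32. The recovery of such small changes was not tested.

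Lists of genes were compiled by hand from gene symbols. The lists were cytosolic ribosomal proteins, mitochondrial ribosomal proteins, fatty acid desaturases and elongases, one-carbon genes, phagosome genes, the qRT-PCR genes of Fig. S6, male-associated genes, sperm genes, oocyte genes, vitellogenins and cuticle collagens. Lists of germline genes, short muscle genes and long muscle genes were added after the values had been seen. Of the 11 male-associated genes, 4 had been seen in Supplementary Information file 2 when the list was made. Enrichment was tested with one-sided Fisher's exact tests over the tested genes, and shifts of a whole list with limma's camera at a preset correlation of 0.01 and with fry.

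Genes named in the text are those the paper names, the qRT-PCR genes and their reference genes, and members of the lists. Added to these are the 4 higher and 4 lower genes with the smallest adjusted p-values, and the 3 higher and 3 lower genes with the largest log2 fold changes among those with at least 50 counts in every library of the strain with more counts. Both picks were limited to genes past the threshold whose libraries did not overlap between the strains. Other genes named were chosen after their values were seen, and the text says so.

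The alternatives were DESeq2 with its own or with TMM size factors, limma-voom, edgeR with relative log expression factors, no filter on counts, at least 10 counts in every library, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a block for the replicate number, a length correction with and without that block, each library left out in turn, the stricter threshold of the methods, and camera with an estimated correlation. The length correction removed from each library a lowess trend (span 0.3) on log2 gene length. Corrections for GC content were not run, because no sequence of the genome or its transcripts was at hand. KEGG pathways, qRT-PCR, imaging and Western blots were not analysed here. The downregulated genes of Supplementary Information file 2 were not compared as a set, because the copy holds 446 of the 447 genes the paper states.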

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

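Most tests in this part were chosen only after the result was seen. The exceptions are the test of neighbouring genes for the genes lower by more than 4-fold, and the tests of linked background and of gene length for chromosome X.

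Across all tested genes, 126 were lower by more than 4-fold in *folr-1(syb4116)*, and 1 gene was higher by more than 4-fold. The paper discusses *folr-1*, which is among the 126, but not these genes as a group. Summed over the 126 genes, the N2 libraries held between 7162 and 7480 counts and the mutant libraries between 366 and 720. The number ranged from 117 to 151 under the alternatives, except 204 with no filter, 39 with limma on log2(FPKM + 1), where the pseudocount compresses low values, and 7 with at least 10 counts in every library, a filter that removes genes that fell. Among the 126 were 18 of the 137 tested *clec* genes. A difference in depth is excluded, since the smallest N2 sum was 9.95 times the largest mutant sum, while the smallest N2 total was 0.837 times the largest mutant total. Fewer sperm would lower sperm genes as much, but their median log2 fold change was -0.094. One variant acting only on genes linked to it is excluded as the cause for all of them, since the 125 genes placed on a chromosome lie in 81 regions more than 100 kb apart, on 6 chromosomes; that test was chosen after the next one had been seen. The spread does not bear on one variant that acts on genes elsewhere, such as a variant in a regulator, which stays open. The test set first asked whether the genes lie beside each other, as strain variants at several places would give, and it came out that way. There were 26 adjacent pairs, where random sets of the same size had a median of 1 and an upper limit of 3 for their central 95%. Neighbouring members of a gene family with shared regulation would give the same result. Of the 26 pairs, 9 were of one gene class, and 17 included a gene named only by its clone, whose family is not known here. Strain variants at several places and shared regulation therefore cannot be told apart. Of the 126 genes, 11 had no count in any mutant library. Males among the N2 animals also cannot be told apart from other explanations. Of 6 tested male-associated genes, *lov-1*, *pkd-2* and *mab-3* were lower (log2 fold changes -3.47, -2.62 and -1.01), but all 3 had been seen in Supplementary Information file 2 when the list was made. The value of *lov-1* is a fitted one and not a bound, from 2, 2 and 0 counts in the mutant libraries. The 7 genes not seen there had pooled counts of 56 to 65 in N2 and 36 to 39 in the mutant, a log2 ratio of -0.78, and 0 of the 3 tested among them were called. A different age within the L4 stage stays open too: 25 cuticle collagens were higher and 10 lower, while the vitellogenins had a median log2 fold change of 0.093. The age test was first set on the vitellogenins and moved to the collagens after both had been seen. An effect of the loss of FOLR-1 stays open as well and was not tested apart from these.

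No count of *abu-2* (F19G12.7) was found in the N2 libraries, and 16, 29 and 26 counts were found in the mutant libraries. The fitted log2 fold change of 7.56 depends on the prior count, and against a floor of 3 counts the gene was at least 7.63-fold higher. The gene was singled out after its values were seen, as the only tested gene higher by more than 4-fold. Reads shared with related genes would need one of these to lose what *abu-2* gained, 1.01 CPM. Of 63 other tested *abu* and *pqn* genes, 16 had a mean CPM lower by at least that much in the mutant, and 2 of these, *pqn-31* and *pqn-84*, were called lower. In an abundant gene a loss of this size is too small to be called. Without their sequences it is not known which of these genes could share reads with *abu-2*, so shared reads and a rise of *abu-2* cannot be told apart.

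On chromosome X, 6.12% of 2141 tested genes were higher, against 3.28% of 13043 on the autosomes (one-sided Fisher's exact test, p = 1.17e-09). The number of higher genes on X was 131, and it ranged from 60 with limma on log2(FPKM + 0.1) to 191 with no filter. Without N2 replicate 2 it was 65, without *folr-1(syb4116)* replicate 2 it was 75, without replicate 3 of that strain it was 82, and without N2 replicate 1 it was 86. Background confined to within 1 Mb of *folr-1* is excluded as the whole cause, since 6.19% of genes on X farther away were higher, against 5.56% within 1 Mb. The paper's methods give 2 outcrosses of this strain to N2. Linked background over a longer stretch of X was not tested and stays open. A trend with gene length is excluded as the whole cause, since 5.84% of genes on X were higher after the length correction, against 2.99% on the autosomes. Once the difference between the median log2 fold changes of X (0.047) and the autosomes (-0.003) was removed, 3.08% of genes on X and 3.25% on the autosomes were higher. Centring X on its own median largely fixes that outcome, so it decides nothing. A lower share of germline RNA stays open. Of 29 germline genes 0 were called, and their median log2 fold change was -0.036 (limma's camera, unadjusted p = 0.0515), so it cannot be told apart from an effect of the genotype on X.

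Of 324 tested genes longer than 5 kb, 25.3% were lower and 3 genes were higher, against 2.85% lower among shorter genes. After the length correction 6.17% of the long genes were lower. The number of long genes called lower was 82, and it fell to 20 with the length correction, 13 with the length correction and the replicate block, 21 with limma on log2(FPKM + 1) and 24 with limma on log2(FPKM + 0.1). Without *folr-1(syb4116)* replicate 3 it was 53, and without N2 replicate 2 it was 54. Less RNA from muscle as a whole is excluded, since 16 short muscle genes had a median log2 fold change of 0.033, while the 11 long muscle genes had a median of -0.27 and 10 of them were lower. Together the short muscle genes took 1.39% ± 0.0139 (SD, n = 3) of all counts in N2 and 1.39% ± 0.0140 (SD, n = 3) in the mutant, and the long muscle genes 1.01% ± 0.00485 (SD, n = 3) and 0.821% ± 0.0487 (SD, n = 3). The median deviation of the long genes in each library was between 0.033 and 0.064 in N2 and between -0.067 and -0.013 in the mutant, a difference of -0.092 between the strains. A length bias of the libraries, such as a difference in RNA integrity, separates the strains as a biological cause would, so the design confounds both and they cannot be told apart.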

How the results depend on the processing

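The alternatives were set before the data were examined, except DESeq2 on every gene with at least 1 count, which was chosen after seeing the data and gave 448 higher and 440 lower genes. The lists of germline and muscle genes were also made after seeing the data. GC correction, alone and with the replicate block, was not run.

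The log2 fold change of *folr-1* kept its sign and its call under the 16 alternatives that tested it. With at least 10 counts in every library the gene was not tested, as with *ins-31*, F26D2.16, Y110A2AL.7 and C05B5.11. The 8 qRT-PCR genes remained higher under all 17 alternatives. The cytosolic ribosomal protein, desaturase and elongase, one-carbon and phagosome lists stayed enriched among the higher genes under the same 17. Across the 6 comparisons that each left out one library, between 335 and 529 genes were higher and between 337 and 470 were lower, the fewest without N2 replicate 2. With limma on log2(FPKM + 1), 310 genes were higher and 268 lower. With limma on log2(FPKM + 0.1), 309 were higher and 274 lower. No filter gave 894 higher genes, and 561 of the 561 found with the filter were among them. It gave 752 lower genes, and 508 of the 512 found with the filter were among them. The stricter threshold left 4 higher and 138 lower genes, by its own construction. With the length correction 465 of the 561 higher and 383 of the 512 lower genes remained, and with DESeq2 and its own size factors 465 and 415 remained.

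One of the male-associated genes was lower with limma on log2(FPKM + 1) (Fisher's exact test, p = 0.0998) and on log2(FPKM + 0.1) (p = 0.102, the same exact test). The number was also 1 with at least 10 counts in every library (p = 0.0253, exact test), 4 with no filter, and 3 under each of the other alternatives. The median log2 fold change of the vitellogenins was 0.16 with the length correction and 0.1615 with the length correction and the replicate block, past the threshold in both, and ranged from 0.0048 to 0.1725 with one library left out, past the threshold without replicate 2 of either strain. The sperm genes, at -0.0936, were no longer past the threshold with the estimated correlation. The median of the cuticle collagens, 0.0049, became -0.0142 with no filter, -0.0032 and -0.0069 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), -0.0019 with the replicate block, -0.0123 with the length correction and -0.0199 with both. With one library left out it ranged from -0.0164 to 0.0285, and that of the oocyte genes from -0.0374 to 0.047. The cause of these changes was not tested.

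Replicate numbers do not pair the libraries, since the correlations of the deviations within replicates 1, 2 and 3 were -0.023, -0.045 and 0.013. A block for the replicate number gave 459 higher and 406 lower genes. Depth limits the result for *folr-1*, which had between 7 and 59 counts per library.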

Differences from the paper's values

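None of the 19 log2 fold changes compared with the supplement differed by more than the standard error computed here. Neither number of genes differed from the paper's by over 1.5 times. Both sides rest on the same libraries, so this closeness is not independent evidence. Supplementary Information file 2 lists 451 genes as upregulated, and 440 of them were called higher here. More of them were called with DESeq2's own size factors (445), DESeq2 with TMM size factors (446), limma-voom (449) and no filter (449), and with DESeq2 on every gene with at least 1 count (448), which was chosen after seeing the values. The supplement lists *rps-4* as downregulated. Here its log2 fold change was -0.10 and it was not called (adjusted p = 0.0748 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives its adjusted p ranged from 0.0191 to 0.204 (edgeR, DESeq2 or limma). It was called lower with limma-voom, with the length correction, with the length correction and the replicate block, and with DESeq2 on every gene with at least 1 count, the last chosen after seeing the values. The numbers of genes were 561 higher and 512 lower here, where the paper states 451 and 447. With DESeq2 and its own size factors they were 475 and 418, and with DESeq2 and TMM size factors 482 and 416.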

Other observations

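Every test in this part, the counts of other divisions of the libraries included, was chosen or given its final form only after the result was seen. The test of the length trend for the ribosomal protein genes was first set as one test on calls and median together, and was separated after its parts had come out differently.

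The 6 libraries can be divided into 3 and 3 in 10 ways, so the smallest share possible is 0.1, and every other division mixes the strains, which lowers what it can give. These counts therefore exclude nothing. For the number of higher genes, the number of lower genes, and the numbers of ribosomal protein, desaturase and elongase, one-carbon, phagosome, qRT-PCR and male-associated genes called, 1 of the 10 divisions, the real one, gave a result as large. The same held for the medians of the ribosomal protein genes and the sperm genes. For the median of the oocyte genes 9 of the 10 divisions gave a result as large, for the vitellogenins 6, and for the cuticle collagens 7.

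The rise of the ribosomal protein genes may have technical causes, which were tested as follows. A scaling error between libraries is excluded for *rps-6*, whose log2 difference over *cdc-42* and *pmp-3* was 0.24. A trend with gene length is excluded as the whole cause of the calls, since 24 ribosomal protein genes were higher after the length correction (one-sided Fisher's exact test, adjusted p = 6.31e-16; range over the alternatives 7.39e-25 to 2.28e-12). A trend with gene length alone is excluded as the whole cause of the median of the list too. The median was 0.096 before and 0.080 after the length correction, and the list stayed shifted (limma's camera, p = 9.91e-11; limma's fry, p = 9.49e-05; limma's camera with the correlation estimated from the data, p = 0.00290). Length and expression together stay open for the median. Of 10000 random lists matched on length and expression, a share of 0.088 had a median as high; their medians had a middle value of 0.068 and an upper limit of 0.10 for their central 95%. The matched genes were 203 distinct genes, and their expression was lower than that of the ribosomal protein genes by a median log2 difference of -0.36. The shift of the whole list therefore cannot be told apart from what other genes near them in length and expression show in these libraries.

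Sperm genes had a median log2 fold change of -0.094, with 76 of 90 below 0 and 8 called lower (limma's camera, adjusted p = 2.70e-07; limma's fry, p = 0.0211; limma's camera with the correlation estimated from the data, p = 0.103). Many sperm genes belong to families whose members could share reads, and 1 of the 5 lists tested with the estimated correlation, the ribosomal protein genes, was past the threshold. Of the 18 oocyte genes 3 were higher and 1 lower, with a median of -0.0046 (limma's camera, adjusted p = 0.790). The 6 vitellogenins had a median of 0.093 (limma's camera, adjusted p = 0.263), and 1 was higher. The 141 tested cuticle collagens had a median of 0.0049 (limma's camera, adjusted p = 0.436), with 25 higher and 10 lower. Both numbers exceeded the share of all tested genes (one-sided Fisher's exact tests, unadjusted p = 4.25e-11 for higher and 0.0191 for lower), which the median does not show. Of the 6 tested male-associated genes 3 were lower (one-sided Fisher's exact test, p = 6.74e-04), but all 3 had been seen as downregulated in Supplementary Information file 2 when the list was made, so that p-value decides nothing. Of the 3 tested genes not seen there, 0 were lower (same exact test, p = 1).

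The folate transporter gene *folt-1* had a log2 fold change of 0.25 (adjusted p = 0.206) and *lin-53* one of 0.04 (adjusted p = 0.650), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.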
